# Single-cell transcriptomics of peripheral blood in the aging mouse

**DOI:** 10.18632/aging.204471

**Published:** 2023-01-06

**Authors:** Yee Voan Teo, Samuel J. Hinthorn, Ashley E. Webb, Nicola Neretti

**Keywords:** aging, single-cell transcriptomics, senescence, peripheral blood

## Abstract

Compositional and transcriptional changes in the hematopoietic system have been used as biomarkers of immunosenescence and aging. Here, we use single-cell RNA-sequencing to study the aging peripheral blood in mice and characterize the changes in cell-type composition and transcriptional profiles associated with age. We identified 17 clusters from a total of 14,588 single cells. We detected a general upregulation of antigen processing and presentation and chemokine signaling pathways and a downregulation of genes involved in ribosome pathways with age. In old peripheral blood, we also observed an increased percentage of cells expressing senescence markers (Cdkn1a, and Cdkn2a). In addition, we detected a cluster of activated T cells exclusively found in old blood, with lower expression of Cd28 and higher expression of Bcl2 and Cdkn2a, suggesting that the cells are senescent and resistant to apoptosis.

## INTRODUCTION

The functional decline of the immune system with age, or immunosenescence, is associated with different hematopoietic changes, including a decrease in the replication ability of hematopoietic stem cells and B lymphopoiesis, and lower efficiency in CD4 and CD8 T cells response [1]. It has been shown that with age, the immune cells’ composition shifts, with a reduction of B cells in the blood in old individuals; increased B1 cells, activated and memory B cells in old peripheral blood in mice; increased levels in the bone marrow in aged mice; increased proportion of NK cells in human blood; and decreased number of NK cells in mouse blood with age [2–6]. Some of these shifts have been proposed as markers for biological aging as they could predict longevity [7].

T cells can undergo replicative senescence in human aging after extensive antigen-driven proliferation. These cells can be identified by the Cd8+ Cd28- markers. Donor-specific replicative senescent T cells found in organ transplant patients are tolerable to rejection, suggesting a possible suppressive mechanism of these cells in reducing reactivity against allograft [8, 9]. Several studies have observed a significant correlation between the number of Cd8+ Cd28- T cells and the decline of antibody response to influenza vaccination in the elderly [9, 10].

Aging also has profound effects on hematopoietic stem cells (HSCs). The number of lymphoid HSCs decreases with age, whereas the number of myeloid HSCs increases. Besides the quantity, the quality of lymphoid HSCs also declines with age, resulting in a lower proliferation rate and a higher apoptosis rate in T and B lineage progenitor cells [11]. Beyond the decline in the immune function and the number of cells and declining with age, the blood also contains other factors that can modulate aging. Parabiosis of young and old mice has been shown to reverse cardiac hypertrophy in old mice and rejuvenate aged satellite cells [12, 13]. Aging has also been shown to increase cellular heterogeneity [14, 15]. For example, a recent study using single-cell RNA-seq (scRNA-seq) showed that transcriptional heterogeneity of CD4+ T cells increased upon stimulation in old mice compared to young mice, indicating that gene expression of immune cells is dysregulated with age [15].

Here, we applied scRNA-seq on young and old mice to dissect the transcriptional and cell composition changes of all cell types in the peripheral blood with age.

## RESULTS

### scRNA-seq of young and old blood identifies different cell types

We performed scRNA-seq using 10x Chromium on peripheral blood obtained from 2 young and 2 old mice. 

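Blood was profiled as 4 samples, 2 young and 2 old, and the methods state that each was pooled from 2 mice, so that a sample stands for a pool and n = 2 per age. The mice were C57BL/6 females, 4 months old in the young group and 24 months old in the old group. In a droplet assay of this kind the 3′ end of each captured transcript is read and each molecule is counted once by its unique molecular identifier (UMI). The authors counted UMIs with Cell Ranger on the mm10 reference, aggregated the duplicates of each age, filtered the cells and deposited UMI counts per gene and cell without further normalization. Whether the aggregation brought the duplicates to a common read depth is not given in the sources used here. Young sample 1 held 11578490 UMIs in 3902 cells, with a median of 2332 UMIs and 985 genes per cell. Young sample 2 held 11022561 UMIs in 3857 cells (median 2233 UMIs and 925 genes). Old sample 1 held 18658072 UMIs in 4642 cells (median 3186.5 UMIs and 1191 genes), and old sample 2 held 9521253 UMIs in 2187 cells (median 3482 UMIs and 1228 genes). Cells of the old samples were thus deeper, so shares of cells with a UMI are also given after each cell was thinned at random to 1000 UMIs. The shallowest cell held 1117 UMIs and no cell was left out.

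For comparisons with age, UMIs were summed over the cells of one type in each sample and tested with edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment within the type. Numbers of cells were tested with edgeR without TMM normalization and with 1 common dispersion, and the library size was the number of cells outside the T and B cluster, of B cells or of T cells. For single percentages a two-sided exact permutation test of 2 against 2 samples has 6 labellings and cannot go below p = 0.333, even where the ages do not overlap. Confidence intervals of 95% on shares of cells are exact binomial intervals, and those on UMI sums are exact Poisson intervals. Both cover counting error only, and a count of 0 is taken to allow up to 3 counts.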

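In the UMI counts used here, which list 14697 genes, cells had between 503 and 3960 genes with a UMI. The highest share of UMIs from the 13 mitochondrially encoded genes in any cell was 9.99%, and the median share per sample lay between 3.44% and 4.23%. Of 14588 cells, 0 were under 500 genes, 0 were over 4000 genes and 0 were over 10% mitochondrial UMIs.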

We removed cells with more than 10% mitochondrial reads, less than 500 genes, or more than 4000 genes. 

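The cluster of each cell is not used here as the authors assigned it, so the cells were clustered again in Seurat with the stated 1080 variable genes and 30 dimensions, after regression of the UMI total and the mitochondrial share. The stated resolution of 0.4 gave 16 clusters, in which 15 of 17 cell types were found and the Mk and the proliferating T and B cells were not separate. At 0.6, 0.8 and 1.0 the Old T cells were not found as a type. Of the resolutions tried, 1.2 was the lowest at which all 17 were found, and its 25 clusters were used. Clusters were named by limits on the CPM of marker genes, a gene's share of the UMIs on the usual scale, that were set after the clusters had been seen. Some of these genes are not named in the paper's text, such as Ncr1 for NK cells, Gzmk for Cytotoxic T cells, and Top2a and Mki67 for the proliferating T and B cells. A name such as Cd4 T therefore stands for Cd4 T-like cells, and sizes can differ from those of the paper because the names were rebuilt.

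Some types join clusters that the ages fill unequally. Young Cd4 T cells were mostly in cluster 2 (571 of 681 and 433 of 564 cells) and old ones mostly in cluster 12 (69 of 83 and 87 of 113 cells), which is led by Tnfrsf4, Foxp3 and Ikzf2. Cd8 T cells were split between clusters 7 and 14 in the young samples and were nearly all in cluster 7 in the old samples (112 of 118 and 59 of 62 cells). Crip1 B cells of old sample 1 were mostly in cluster 1 (1392 of 1454) and those of old sample 2 mostly in cluster 4 (568 of 707), while most young ones were in cluster 1. Monocytes were mostly in cluster 10 in the young samples (87 of 144 and 154 of 233) and in cluster 5 in the old samples (316 of 518 and 178 of 252).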

14588 cells that passed this filter (4642 cells from old mouse 1, 2187 cells from old mouse 2, 3902 cells from young mouse 1, and 3857 cells from young mouse 2) were subsequently processed using Seurat/2.3.0 and 17 clusters were obtained (Figure 1A, 1B). Cell-type specific marker genes identified the cell type of each cluster, including Cd3e for T cells, Cd79a and Ms4a2 for B cells, Nkg7 for NK cells, Ly6c2 and Cx3cr1 for monocytes or dendritic cells (DC), Ppbp, Pf4 and Gng11 for megakaryocytes, C1qa, C1qb and C1qc for macrophage, Fcer1a and Cd200r3 for basophil and Hba-a1 for erythrocytes (RBC) (Figure 1C). 

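Over all samples, Cd3e stood at 928 CPM in Cytotoxic T, 723 in Memory T, 581 in Cd4 T, 567 in Old T and 460 in Cd8 T cells, against 236 in the proliferating T and B cells. Cd79a stood between 2720 and 4782 CPM in the B cell types and at 2884 CPM in the Mk-like cells. Ms4a2 was found almost only in basophils, at 625 CPM and in 39 of 48 of them, with 1.47 CPM in Cytotoxic T cells as the next highest type. Of Fcer2a B cells, 0.0714% had an Ms4a2 UMI (median depth 2111 UMIs, against 1827.5 in basophils). Nkg7 reached 5184 CPM in NK cells and 3818 CPM in Cytotoxic T cells. Ly6c2 was highest in monocytes (2018 CPM), followed by Cd8 T cells (1199 CPM), and Cx3cr1 was highest in monocytes (171 CPM) and DC (80.8 CPM).

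Ppbp and Gng11 were highest in the Mk-like cells (1646 and 626 CPM), whereas Pf4 was highest in macrophages (2526 CPM, against 918 CPM in the Mk-like cells). C1qa, C1qb and C1qc stood at 4164, 5198 and 4285 CPM in macrophages, with at most 136 CPM in DC, the next type for each. Fcer1a and Cd200r3 stood at 1047 and 1005 CPM in basophils, with at most 9.72 CPM in any other type. Hba-a1 took 133507 CPM in RBC and was detected in 98.3% of monocytes as well, at 9993 CPM (median depth 3776 UMIs, against 6404 in RBC), a share that free haemoglobin RNA can give. Of these genes, Cd3e, Cd79a, Ppbp, C1qa, Fcer1a and Hba-a1 were used to name clusters, and their levels are not independent of the names.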

We identified 5 clusters of T cells, 4 clusters of B cells, 1 cluster of proliferating B or T cells, NK cells, monocytes, dendritic cells, megakaryocytes, macrophage, basophil, and (RBC), respectively (Figure 1C).

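The T cell types held 1441 Cd4 T, 942 Cd8 T, 264 Memory T, 196 Cytotoxic T and 61 Old T cells over the 4 samples. The B cell types held 5605 Fcer2a B, 2329 Crip1 B, 592 Vpreb3 B and 396 Zcwpw1 B cells. There were 57 proliferating T and B cells, 429 NK cells, 1147 monocytes, 114 DC, 533 Mk-like cells, 51 macrophages, 48 basophils and 383 RBC. Median depth per cell ranged from 1827.5 UMIs in basophils to 8822 UMIs in the proliferating T and B cells. Zcwpw1 B cells came almost wholly from old sample 1 (385 of 396), as did Old T cells (58 of 61), and 29 of 51 macrophages came from old sample 2.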

**Figure 1:**
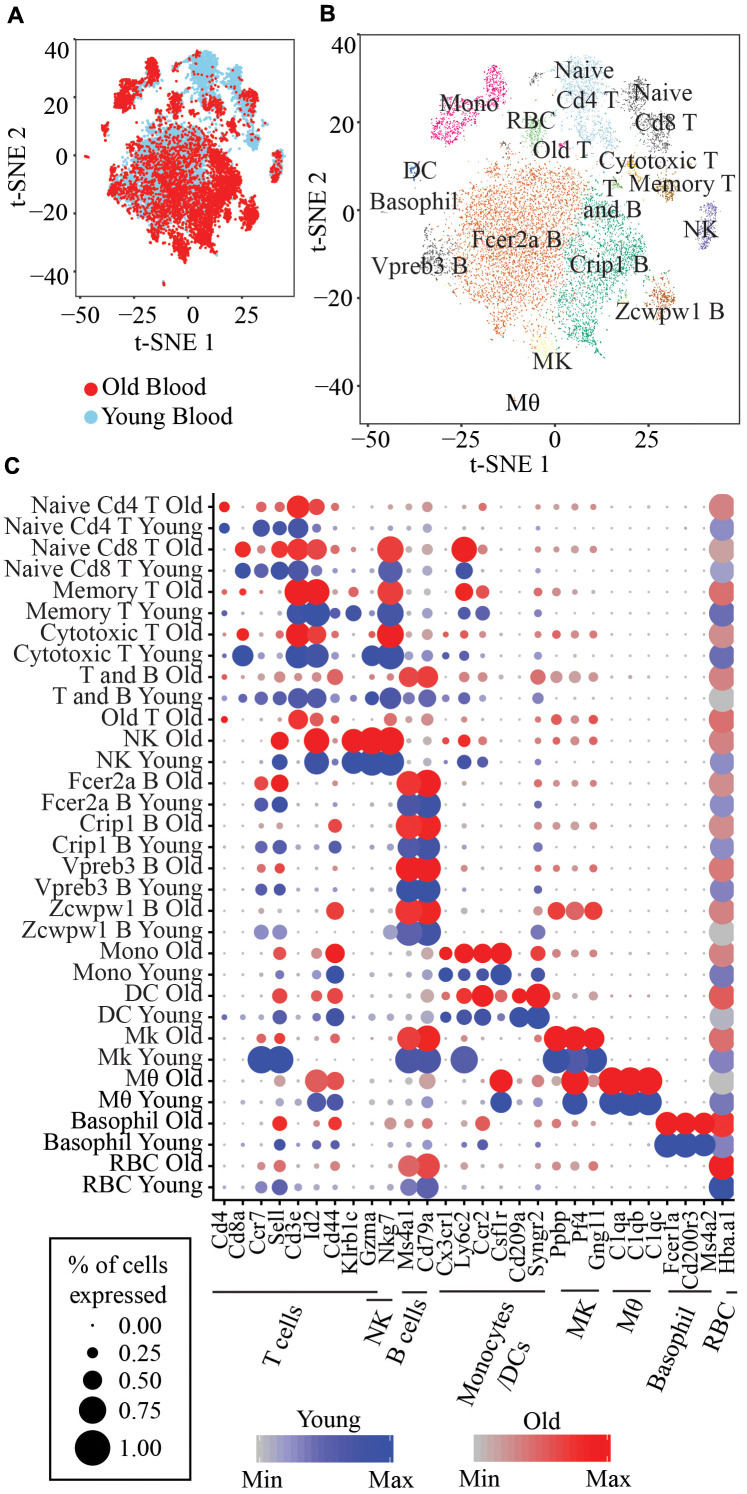
(**A**) t-SNE visualization of 14,588 old and young peripheral blood cells. (**B**) t-SNE visualization of the 17 clusters of peripheral blood cells. Memory T: Short-lived effector memory T cells; T and B: Proliferating T and B cells; NK: Natural killer cells; Fcer2a B: Fcer2a, Sell, Ccr7 B cells; Crip1 B: Crip1, S100a6 B cells; Vpreb3 B: Vpreb3, Spib B cells; Zcwpw1 B: Zcwpw1, S100a6 B cells; Mono: Classical monocytes; DC: Monocyte-derived DC; Mk: Megakaryocytes; Mθ: Macrophage; RBC: Red blood cells. (**C**) Marker genes for each immune cell type and the corresponding clusters.

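Cd44 was lower in Cd4 T (45.4 CPM) and Cd8 T cells (53.6 CPM) than in Cytotoxic T (75.2 CPM) and Memory T cells (127 CPM). Among T cell types Klrb1c was highest in Memory T cells (274 CPM), against 38.9 CPM in Cd8 T cells, and Id2 was also highest there (2312 CPM), against 846 CPM in Cytotoxic T cells. Klrb1c had been used to name the Memory T cells, so its level is not independent of the name. Gzma stood at 3650 CPM in Cytotoxic T cells, where 39.8% of cells had a UMI, and at 160 CPM in Memory T cells. Gzma had a UMI in 6.10% of Fcer2a B cells, which should lack it (median depth 2111 UMIs, against 2643.5 in Cytotoxic T cells). NK cells held more Gzma than any T cell type (12926 CPM).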

The naive T cells cluster is identified by two markers, Sell+ and Cd44-, the memory T cells cluster is identified by Klrb1c+, Id2^high,^ and Cd44+ and cytotoxic T cells are identified by high expression of Gzma (Figure 1C). We also identified four clusters of B cells, with one cluster expressing Fcer2a, Sell, and Ccr7 marker genes, which we herein refer to as Fcer2a B cells, and one cluster highly expressing Vpreb3 and Spib genes that we refer to as Vpreb3 B cells, one cluster with Crip1 and S100a6 high expression (Crip1 B cells) and lastly, one cluster of B cells highly expressing Zcwpw1, Lgals1 and Adm (Zcwpw1 B cells) (Supplementary Figure 1B). 

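Fcer2a was highest in Fcer2a B cells (258 CPM, with a UMI in 44.5% of them), followed by Vpreb3 B cells at 202 CPM. In Cd4 T cells 2.15% had a Fcer2a UMI (median depth 2541 UMIs, against 2111 in Fcer2a B cells). Ccr7 stood at 290 CPM in Fcer2a B cells. Vpreb3 B cells held 1170 CPM of Vpreb3 and 821 CPM of Spib, while the next B cell types held 190 and 278 CPM. Crip1 reached 10039 CPM in Crip1 B cells and 14248 CPM in Zcwpw1 B cells, and S100a6 2863 and 5639 CPM. Zcwpw1 stood at 1109 CPM in Zcwpw1 B cells and 280 CPM in Crip1 B cells, and Adm at 315 CPM in Zcwpw1 B cells and 11.4 CPM in Crip1 B cells. Lgals1 stood at 1421 CPM in Zcwpw1 B cells and at 3661 CPM in NK cells, its highest type. Fcer2a, Vpreb3, Crip1 and Adm had been used to name the B cell types, so their levels are not independent of the names.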

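Monocytes held 897 CPM of Ccr2 and 456 CPM of Csf1r. DC held 840 CPM of Ly6c2, 570 CPM of Ccr2 and 89.9 CPM of Csf1r. Cd209a separated them, with 710 CPM in DC and 13.3 CPM in monocytes, and Syngr2 stood at 588 CPM in DC and 198 CPM in monocytes. Cd209a had been used to name the DC and Csf1r to name the monocytes, so the levels of these genes are not independent of the names.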

Classical monocytes are identified by a combination of markers, Ly6c2+, Ccr2+, Sell+ and Csf1r+ whereas monocyte-derived DC are Ly6c2+, Ccr2+, Cd209+ and Syngr2+ (Figure 1C).

### Transcriptomic changes of the same cell type with age

We used Seurat to identify differential gene expression within clusters with age. Only genes expressed in at least 10% of cells in each cluster and age group were analyzed. 

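With this rule and at least 5 cells of the type in every sample, 12 of the 17 types were tested, over 2130 (basophils) to 5713 genes (T and B). At an adjusted p of 0.05, edgeR called 133 genes higher and 165 lower with age in Cd4 T cells, of 2439 tested. It called 68 higher and 43 lower of 2832 in Cd8 T cells, and 193 higher and 106 lower of 3208 in monocytes. In NK cells 8 were higher and 3 lower of 2533, in Vpreb3 B cells 6 were higher and 0 lower of 2655, and in Crip1 B cells only Ccl5 was called, lower, of 3396. In Fcer2a B cells 0 of 2651 were called by edgeR, with 299 at an unadjusted p under 0.05 and 26 called by DESeq2. In Cytotoxic T cells 0 of 3007 were called by edgeR, with 166 at an unadjusted p under 0.05 and 1 called by DESeq2. The counts rested on the detection rule. Without it, 340 genes were called in Fcer2a B cells and 662 in Cd4 T cells. In Cd4 T cells more genes were lower than higher with DESeq2 as well (127 and 85) and with a replicate block (133 and 93). More were higher than lower with filterByExpr (251 and 187). In settings chosen after seeing the data, more were also higher without ribosomal protein genes (100 and 78) and within cluster 12 alone (20 and 9). The paper's gene tests took cells as replicates, whereas samples are the replicates here.

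Leaving out 1 sample moved several counts. Cd8 T cells had 0 calls without young sample 1 or young sample 2 and 68 without old sample 1, and at 0 calls 257 and 290 genes had an unadjusted p under 0.05 and DESeq2 called 57 over all samples. Cd4 T cells had 51 and 52 without young samples 1 and 2, and Fcer2a B cells had 19, 33, 131 and 135 when young samples 1 and 2 and old samples 1 and 2 were left out. Vpreb3 B cells had 18, 21 and 23 calls without young sample 2, old sample 1 and old sample 2, and NK cells had 6 without young sample 1. Cytotoxic T cells had 36 without young sample 1 and 3 without old sample 2. Both old samples stood on one side of both young ones for 54.6% of genes in monocytes, 54.2% in Cd4 T, 45.4% in Cd8 T and 43.6% in Fcer2a B cells, 41.0% in RBC, and between 28.3% (basophils) and 36.2% (NK cells) in the other 7 types, where chance gives 33.3% (2 of 6 labellings).

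In Cd4 T cells S100a6 rose most, from 253 and 408 CPM (young) to 2099 and 2499 CPM (old), a log2 fold change of 2.81 (SE 0.20, adjusted p = 5.6e-06). Ly6a rose by 2.17 (SE 0.15, adjusted p = 5.6e-06) and Itgb1 by 2.14 (SE 0.24, adjusted p = 0.00017), while Satb1 fell by 1.83, Actn1 by 1.70 and Lef1 by 1.54 on the log2 scale. Within cluster 12 alone, Lef1 did not fall (0.04, adjusted p = 0.98, in a range from 3.3e-20 to 0.98 over its alternatives), and neither Satb1 nor Actn1 was called within cluster 2 or cluster 12 alone. In Cd8 T cells Gzmm had a log2 fold change of 2.72 (SE 0.16, adjusted p = 6.2e-12), from 73.1 and 70.9 CPM to 469 and 486 CPM, and Dapl1 fell by 2.63 on the log2 scale (SE 0.20, adjusted p = 6.6e-10). Neither was called without young sample 1 or young sample 2, with an adjusted p of up to 0.52. Gzmm leads cluster 7 and Dapl1 is among the leading genes of cluster 14, the clusters of Cd8 T cells that the ages fill unequally. Within cluster 7 alone Gzmm rose by 1.85 (adjusted p = 4.0e-05, in a range from 4.6e-53 to 0.52 over its alternatives), and Dapl1 was not tested there. In monocytes Chil3 rose by 1.80 (SE 0.16, adjusted p = 7.8e-05) and Hp by 1.79 (SE 0.12, adjusted p = 1.9e-05), and Hpgd fell by 1.67 on the log2 scale (SE 0.19, adjusted p = 0.00036) but was not called within cluster 10 alone (adjusted p = 0.081). In NK cells Klra3 rose by 1.60 (SE 0.22, adjusted p = 2.7e-06). In Crip1 B cells Ccl5 fell by 2.78 on the log2 scale (SE 0.18, adjusted p = 0.0049), from 1197 and 1137 CPM to 190 and 149 CPM. That call was lost without any 1 of the samples (adjusted p between 0.11 and 0.57, in a range from 6.6e-27 to 1.00 over the alternatives). It also differed between the clusters of the type, with a log2 fold change of -3.43 in cluster 1, which holds most cells of old sample 1, and -0.11 in cluster 4, which holds most of old sample 2.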

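Pathway genes were taken as lists written by symbol. The paper's pathway analysis started from genes higher or lower with age, whereas the test used here asks whether a whole list shifts. Each list was tested per type with limma's camera test (preset correlation 0.01) over 48 list and type pairs with Benjamini-Hochberg adjustment. Of these, 18 passed an adjusted p of 0.05, and 0 did so with fry or with the correlation estimated from the data. In Cd4 T cells the antigen processing and presentation list had a median log2 fold change of 0.39 over 31 genes (adjusted p = 8.2e-06). Of its genes, 26 were higher in the old samples, 20 had both old samples above both young ones, and 8 were called over all genes tested and 13 adjusted over the list alone. In Cd8 T cells the median was 0.22 over 40 genes (adjusted p = 0.0051), with 3 called over all genes and 6 adjusted over the list alone. Without old sample 1 it was 0.11 (adjusted p = 0.51, in a range from 4.4e-05 to 0.66 over the alternatives). In Vpreb3 B cells the median was 0.17 over 38 genes (adjusted p = 0.00042), with 2 called over all genes and 7 adjusted over the list alone. The chemokine signaling list did not pass in these types. Its median was 0.03 over 42 genes in Cd4 T cells (adjusted p = 0.90), where the mean was -0.05 and the test pointed down, -0.02 over 52 genes in Cd8 T cells (adjusted p = 0.95) and -0.08 over 47 genes in Vpreb3 B cells (adjusted p = 0.31). Of the chemokine genes, 3 were called higher and 1 lower in Cd4 T cells, and 3 higher and 2 lower in Cd8 T cells. The sign in Cd4 T cells was not stable, with -0.07 without young sample 1 and -0.02 without old sample 1.

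**Figure D1:**
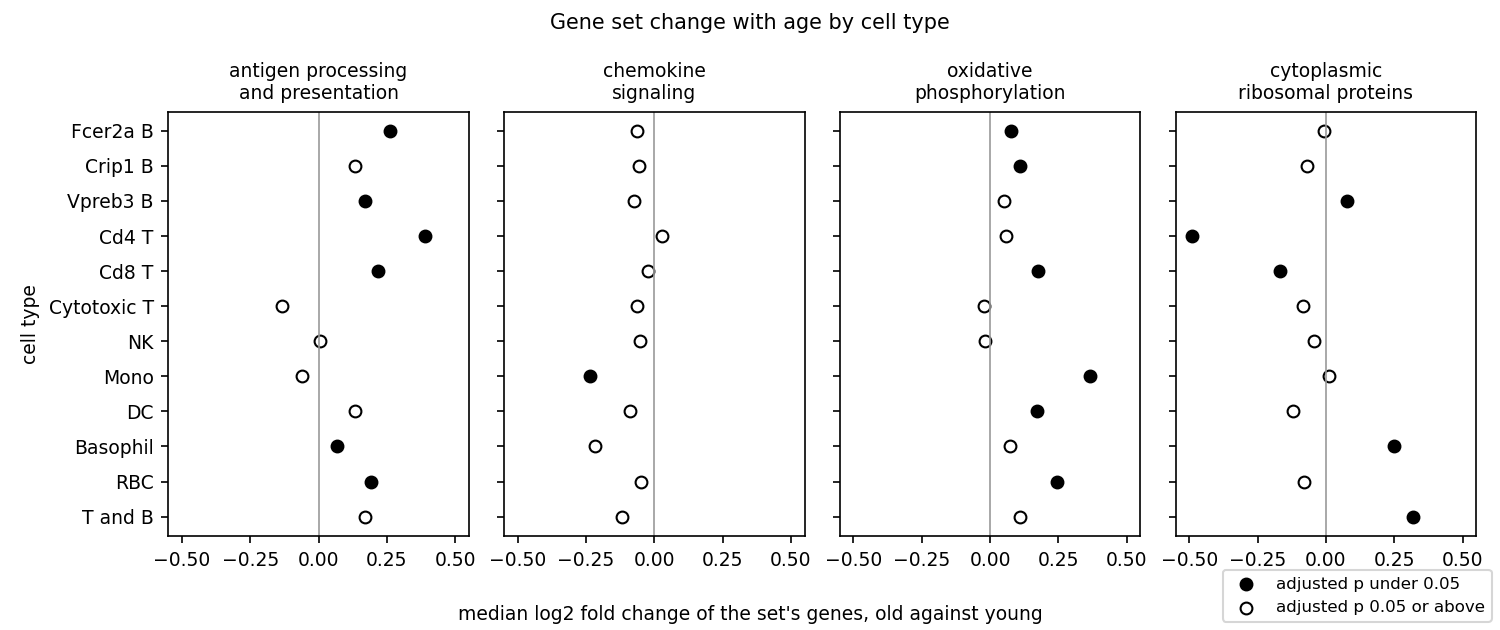
Median log2 fold change (old against young) of each gene list in each type tested, with a mark where the camera test passed an adjusted p of 0.05. The antigen list stands at 0.39 in Cd4 T cells and 0.26 in Fcer2a B cells, and the ribosomal list at -0.49 in Cd4 T cells.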

We observed a general trend of the upregulation of genes involved in “Antigen processing and presentation” and “Chemokine signaling” pathways with age in naïve Cd4 and Cd8 T cells and Vpreb3 B cells. NK cells from old mice also exhibit increased expression of genes in the “Chemokine signaling” pathway (Figure 2A). In addition, we also observed an upregulation of genes in “Antigen processing and presentation” in macrophages, Crip1 B cells, and Fcer2aB cells. 

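In NK cells the chemokine signaling list did not rise as a whole. Its median log2 fold change was -0.05 over 46 genes (adjusted p = 0.40, camera), with 21 of the 46 higher in the old samples. Without young sample 2 the median was 0.0011. Of its genes 1 was called higher and 0 lower over all genes tested, and 3 were called adjusted over the list alone. Both old samples stood above both young ones for 7 of the genes and below them for 11.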

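In Fcer2a B cells the antigen list had a median log2 fold change of 0.26 over 37 genes (adjusted p = 1.2e-10, camera). Of these, 32 were higher in the old samples and 24 had both old samples above both young ones. Over all genes tested 0 were called by edgeR, and 23 were called adjusted over the list alone. In Crip1 B cells the median was 0.13 over 39 genes and did not pass (adjusted p = 0.26), with 30 genes higher and 6 with the ages fully apart in that direction. At the stated clustering resolution, a setting chosen after seeing the data, it was 0.23 in Crip1 B cells (adjusted p = 0.032), and within cluster 1 alone it was 0.21 (adjusted p = 0.0092, in a range from 0.0092 to 0.94 over the alternatives). Macrophages were not tested, since old sample 1 held 1 of them.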

Crip1 B cells and monocytes also showed an upregulation of genes in the “Oxidative phosphorylation” pathway. In contrast, we observed a trend of downregulated genes involved in “Cytoplasmic Ribosomal Proteins” and “Ribosome” pathways in several cell types, naïve Cd4 and Cd8 T cells, Crip1 B cells, and monocytes, with age (Figure 2A).

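The oxidative phosphorylation list had a median log2 fold change of 0.37 over 85 genes in monocytes (adjusted p = 3.6e-14, camera). In 81 of the 85 genes the old samples were higher, 73 had both old samples above both young ones, 31 were called over all genes tested and 52 adjusted over the list alone. Within cluster 5 alone the median was 0.32 and within cluster 10 alone 0.17, both past the threshold. In Crip1 B cells the median was 0.11 over 87 genes (adjusted p = 0.010), with 64 higher, 23 apart upwards and 0 called over all genes or adjusted over the list alone. That result was lost without young sample 1 (median -0.01, adjusted p = 0.62, in a range from 0.00062 to 0.79 over the alternatives), and also when the mitochondrially encoded genes were left out (0.07).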

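The ribosomal list fell most in Cd4 T cells, with a median log2 fold change of -0.49 over 83 genes (adjusted p = 1.9e-22, camera). In 81 of the 83 genes both old samples were below both young ones, 70 were called lower over all genes tested and 80 adjusted over the list alone. The clusters that make up these cells behaved differently. Within cluster 2, which held 14 and 26 old cells, the median was -0.03 (adjusted p = 0.98), and within cluster 12 it was -0.23 (adjusted p = 3.7e-07), in a range from 4.7e-23 to 0.98 over the alternatives. In Cd8 T cells the median was -0.17 over 83 genes (adjusted p = 0.00042), with 58 genes apart downwards, 5 called lower and 15 adjusted over the list alone, and without old sample 1 it was -0.16 and no longer passed (adjusted p = 0.36, in a range from 1.4e-07 to 0.90). In Crip1 B cells it was -0.07 over 83 genes (adjusted p = 0.29). Without old sample 2 it was -0.17 and passed (adjusted p = 3.9e-05), and without old sample 1 it was 0.04 (adjusted p = 0.44), in a range from 3.2e-07 to 0.95. In monocytes it was 0.01 over 84 genes (adjusted p = 0.85), with 17 genes apart upwards and 19 apart downwards, and the sign turned without young sample 1 (-0.04) and without old sample 2 (-0.02). From its pathway results the paper states a trend of lower ribosomal genes in these cell types.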

**Figure 2:**
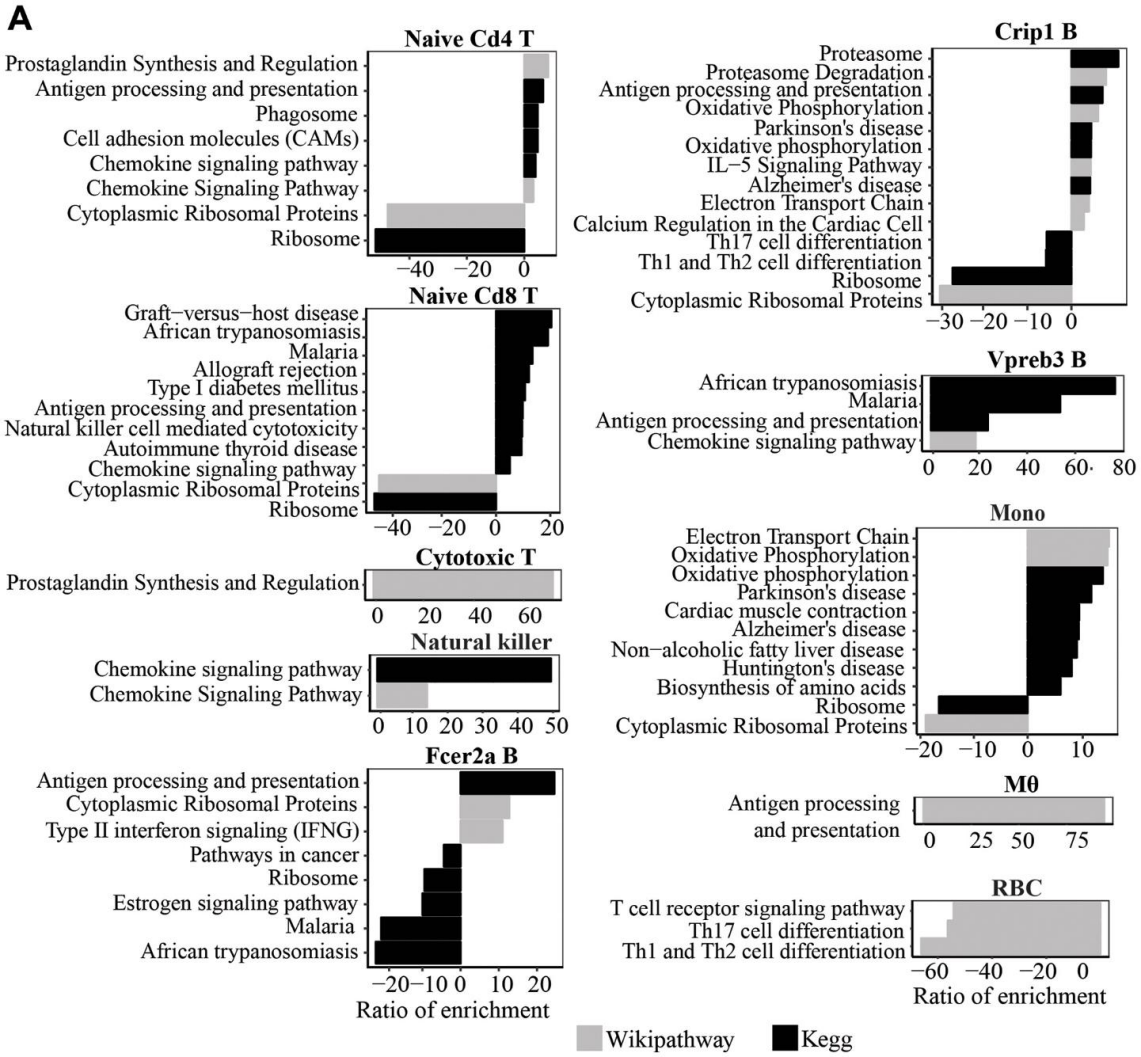
(**A**) Wikipathway and Kegg pathway analysis of upregulated and downregulated genes in old compared to young mice (P<0.05) in each cluster.

### Cell type composition with age

B cells comprised the largest proportion of immune cells isolated from the peripheral blood (57.4% in young mice and 70.9% in old mice) (Figure 3A). 

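B cells were 57.5% and 56.1% of the cells outside the T and B cluster in the young samples (mean 56.8% ± 0.951, SD, n = 2) and 67.5% and 64.8% in the old samples (66.1% ± 1.89, SD, n = 2). Over the pooled cells of each age the shares were 56.8% and 66.6%. They were the largest class in each of the 4 samples, and T cells the next in the young samples.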

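In the young samples T cells were 33.3% and 27.1% of the cells outside the T and B cluster (30.2% ± 4.39, SD, n = 2). Monocytes were 3.71% and 6.06%, and NK cells 3.99% and 4.76%. DC were 0.644% and 0.494%, basophils 0.129% and 0.650%, and macrophages 0.129% and 0.416%. Young sample 1 held 0 Mk-like cells and young sample 2 held 6 (0.156%).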

In young mice, 30.38% of the isolated cells are T cells, 4.66% are monocytes, 4.16% are NK cells, 0.6% are DC, 0.39% are basophils, 0.27% are macrophages, and 0.01% are Mk cells. In old mice, 8.41% of the cells are T cells, 10.84% are monocytes, 4.03% are Mk cells, 1.34% are NK cells, 1.09% are DC, 0.44% are macrophages, and 0.26% are basophils. 

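T cells were 7.46% and 10.3% of the cells in old samples 1 and 2 (8.88% ± 2.01, SD, n = 2). Monocytes were 11.2% and 11.6%, Mk-like cells 8.67% and 5.79%, and NK cells 1.41% and 1.19%. The samples differed for DC (0.627% and 1.88%) and most of all for macrophages, with 1 cell (0.0216%) in old sample 1 and 29 (1.33%) in old sample 2. Basophils were 0.281% and 0.230%.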

Although red blood cell lysis was performed on the samples, we still retrieved 2.06% of RBC from the young mice and 2.68% from old mice. 

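RBC were 0.618% and 4.24% of the cells in the young samples, which differed more from each other (2.43% ± 2.56, SD, n = 2) than from the old samples (2.88% and 2.90%). Their share did not differ with age (log2 fold change 0.25, adjusted p = 0.83, edgeR), and without young sample 1 the sign turned (-0.55). Without young sample 2 it rose by 2.22 on the log2 scale and passed (adjusted p = 0.029, in a range from 0.029 to 0.94 over the alternatives).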

Using the same technique in extracting the cells from young and old mice, we observed a few changes to the composition of cell types with age. 

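The share of T cells had a log2 fold change with age of -1.77 (adjusted p = 0.049, edgeR on cell numbers over 9 classes), with both old samples below both young ones, as in NK cells (log2 fold change -1.75, adjusted p = 0.049). The T cell call was lost when any 1 sample was left out, with log2 fold changes between -2.02 and -1.55 and adjusted p up to 0.24. The NK cell call was lost without young sample 1, old sample 1 or old sample 2 (log2 fold changes -1.87, -1.87 and -1.64). The share of B cells rose by 0.22 on the log2 scale and did not pass (adjusted p = 0.52), although both old samples were above both young ones. Monocytes rose by 1.22 (adjusted p = 0.094), also with the samples apart, and passed without young sample 2 (adjusted p = 0.029, in a range from 0.029 to 0.30 over the alternatives). The Mk-like cells numbered 0 and 6 in the young and 401 and 126 in the old samples, a fitted log2 fold change of 6.48 (adjusted p = 0.090). Without young sample 2 they passed (adjusted p = 0.029, in a range from 0.029 to 0.24 over the alternatives), but the young side then held 0 Mk-like cells of 3883, which allows up to 0.0773%. They also passed in clusters made without regression (adjusted p = 0.035), a setting chosen after seeing the data. In clusters made without the genes called with age, another such setting, T cells fell by 1.78 and NK cells by 1.74 on the log2 scale (adjusted p = 0.044 for both). The Mk-like cells also carried B cell genes. Over 9 abundant B cell genes other than Cd79a, which was used to name the cluster beside Ppbp, their level in the Mk-like cells had a median of 0.9505 of that in B cells, against 0.0872 in monocytes. The adjusted p of T and NK cells moved most when old sample 2 was left out (0.24 for both, in ranges from 0.028 to 0.24). By edgeR 0 of the 9 classes passed there, without old sample 1 (0 at an unadjusted p under 0.05 in both), without young sample 1 (6) and with a replicate block (1), and 0 passed under the methods' t-test on percentages (5).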

First, we detected a significantly lower percentage of T cells and NK cells and higher percentage of B cells and Mk cells in old mice compared to young mice (Figure 3B). Second, within the subsets of B cells, we observed a decrease in the percentage of Fcer2a B cells and increased Crip1 B cells in old mice (Figure 3C). 

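Of B cells, Fcer2a B cells were 87.6% and 89.4% in the young samples (88.5% ± 1.28, SD, n = 2) and 34.3% and 45.8% in the old samples (40.1% ± 8.11, SD, n = 2), a log2 fold change of -1.14 (adjusted p = 0.028, edgeR). Crip1 B cells were 3.81% and 3.84% in the young samples (3.83% ± 0.0255) and 46.6% and 50.1% in the old samples (48.4% ± 2.51), a log2 fold change of 3.66 (adjusted p = 0.00056). Both calls were lost without young sample 1 (adjusted p = 0.26 and 0.070) and without young sample 2 (0.18 and 0.070), in ranges from 0.0012 to 0.39 and from 0.00056 to 0.39 over the alternatives. Because genes that separate these clusters also change with age, the cells were clustered again without 209 of the 1080 variable genes. These were genes called with age in any type and marker genes of the B cell types. The Crip1 B share then rose by 2.52 on the log2 scale (adjusted p = 0.00098), and the Fcer2a B share fell by 1.05 (adjusted p = 0.071). Vpreb3 B cells fell by 0.58 on the log2 scale (adjusted p = 0.30), with the samples of the ages overlapping. Zcwpw1 B cells were 0% and 0.0926% in the young samples and 12.3% and 0.638% in the old samples (adjusted p = 0.10), and they passed without old sample 2 (adjusted p = 0.0042), with a replicate block (0.0062) and at the stated clustering resolution (0.011), in a range from 0.0042 to 0.39.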

We did not detect any significant changes to the subsets of T cells (Figure 3D).

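Of T cells, Cd4 T cells were 52.7% and 54.1% in the young samples and 24.1% and 50.4% in the old samples (log2 fold change -0.52, adjusted p = 0.71, edgeR). Cd8 T cells were 37.8% and 26.2%, against 34.2% and 27.7% (adjusted p = 0.96). Memory T cells were 7.58% and 14.3%, against 4.06% and 1.34% (adjusted p = 0.12). Cytotoxic T cells were 1.86% and 5.28% in the young samples and 20.9% and 20.1% in the old samples, a log2 fold change of 2.52 (adjusted p = 0.064) with the samples fully apart. They passed at the stated clustering resolution (adjusted p = 0.034) and without the cells of highest Scrublet scores (adjusted p = 0.046), both chosen after seeing the data, in a range from 0.034 to 0.23 over the alternatives. Old T cells were 1 cell in each young sample and in old sample 2, and 58 cells, or 16.8% of T cells, in old sample 1. Their fitted log2 fold change of 6.42 passed (adjusted p = 0.0064) and was lost without old sample 1 (2.20, adjusted p = 0.39) and without young sample 1 or 2 (adjusted p = 0.40 and 0.44). It was also lost with a replicate block (0.053), with TMM factors (0.098) and at the higher resolution (0.092), in a range from 0.0057 to 0.51 over the alternatives. Under the methods' t-test on percentages 0 of the 5 subsets passed, with 1 at an unadjusted p under 0.05.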

**Figure 3:**
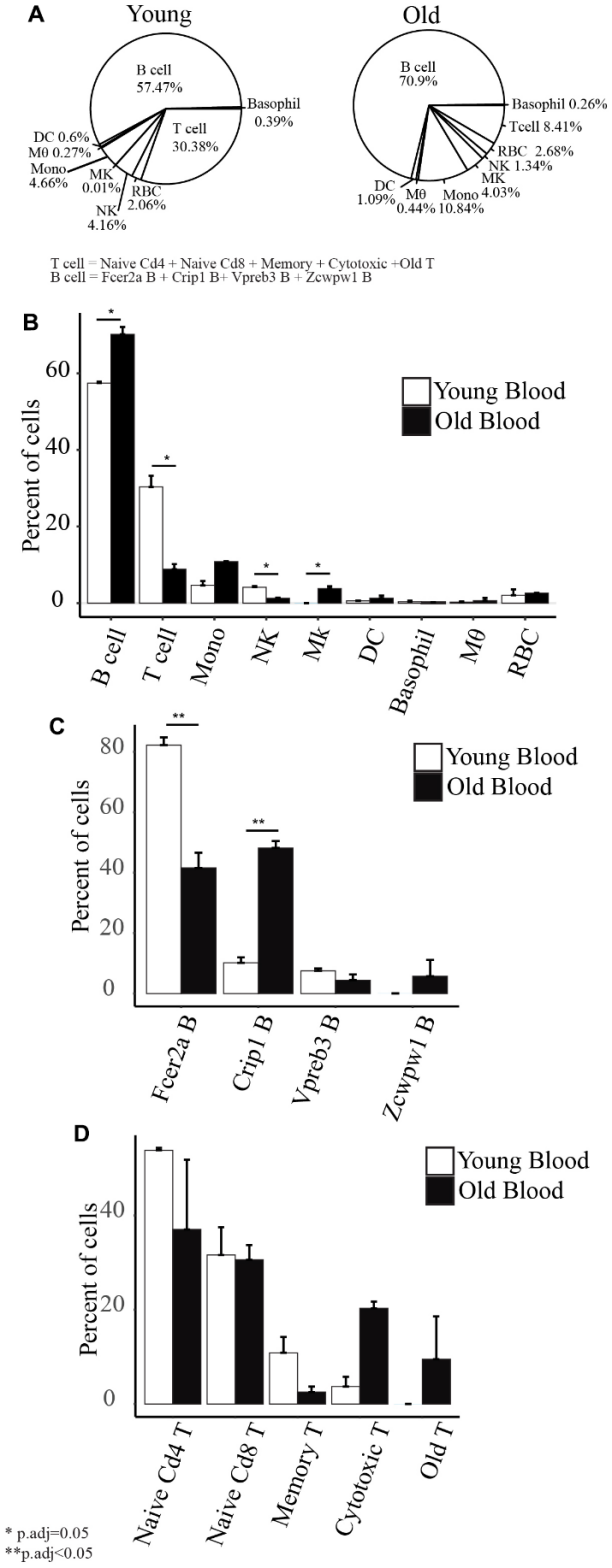
(**A**) Cell type composition of old and young peripheral blood. (**B**) Barplots showing the comparison of the percentage of each cell type with age. (**C**) Barplots showing the comparison of the subset of B cells’ percentage with age. (**D**) Barplots showing the comparison of the subsets of T cells’ percentage with age.

### Immunosenescence

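Old T-like cells numbered 58 in old sample 1, which was 16.8% of its 345 T cells (95% CI 13.0 to 21.2%). The other samples held 1 each, which was 0.446% of T cells in old sample 2 and 0.0773% and 0.0960% in young samples 1 and 2. They were found as a type at clustering resolutions of 0.4, 1.2 and 1.4, but not at 0.6, 0.8 and 1.0. Since 1 sample holds nearly all of them, there is no replicate of the cluster and no test across samples. Old T cells of old sample 1 were therefore set against its 287 other T cells, with counting intervals alone. Their median depth was 1849.5 UMIs, against 2894 in the other T cells. Cd3e stood at 555 CPM in Old T cells (95% CI 429 to 706) and 659 CPM in the other T cells, a ratio of 0.843 (95% CI 0.644 to 1.09). It was detected in 69.0% of Old T cells and 81.9% of the other T cells, against 2.35% of monocytes (median depth 3776 UMIs). Cd3e was among the genes used to name the cluster.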

We identified one cluster that consists of only cells from old mice (labeled as “Old T” in Figure 1B), and these cells expressed Cd3e, the marker of T cells. In addition, this cluster also expressed Cd40lg and Tnfsf8 compared to other T cell clusters, suggesting that it consists of activated T cells (Supplementary Figure 2). 

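Cd40lg stood at 193 CPM in Old T cells and 7.42 CPM in the other T cells of old sample 1 (23 and 7 UMIs), a ratio of 26.1 (95% CI 10.8 to 71.9). It had a UMI in 31.0% and 2.44% of these cells. Against the T cells of the young samples, where Cd40lg stood at 36.0 CPM, the ratio was 5.38 (95% CI 3.35 to 8.25). Tnfsf8 stood at 496 and 94.4 CPM, a ratio of 5.26 (95% CI 3.72 to 7.39), with a UMI in 58.6% and 24.0% of cells. The background in Fcer2a B cells was 0.357% with a Cd40lg UMI and 0.928% with a Tnfsf8 UMI (median depth 2111 UMIs). Both genes had been used to name the cluster.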

Pathway analysis of genes significantly upregulated between this cluster and other T cells clusters showed enrichment of “Antigen processing and presentation” and “NF-kappa B signaling pathway” (Figure 4A). In addition, this cluster expressed significantly higher Bcl2 expression (p=3.9x10^-15^) (Figure 4B) than other T cells clusters. 

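The antigen processing and presentation list had a median log2 ratio of 0.39 between Old T cells and the other T cells of old sample 1, over 43 genes. That was the 94.9th percentile among 10000 random lists of the same size matched on expression, whose median was 0.20, and the mean of the list was -0.26, of opposite sign. The NF-kappa B list had a median of 0.73 over 40 genes (percentile 99.9), against 0.23 in its random lists. The ribosomal list had a median of -0.39 over 83 genes (percentile 0.38), against -0.29 in its random lists, 95% of which lay between -0.37 and -0.15. The median over the 3710 genes considered was 0.29. Against the Cd4 T cells of the same sample alone, the medians were 0.22 (percentile 92.5), 0.49 (percentile 99.1) and -0.26 (percentile 2.17). These percentiles describe this library and are not tests across mice.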

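Bcl2 stood at 1775 CPM in Old T cells (95% CI 1544 to 2031) and 835 CPM in the other T cells of old sample 1 (95% CI 777 to 895), from 211 and 787 UMIs. The ratio was 2.13 (95% CI 1.82 to 2.48), and 98.3% and 76.0% of the cells had a UMI, against 18.8% of monocytes at a median depth of 3776 UMIs. The paper's test took cells as replicates, and no test across samples was possible here. Against its Cd4 T cells alone the ratio was 2.85, and against the T cells of the young samples 2.98. Against the T cells of old sample 2 it was 2.90 (95% CI 2.45 to 3.42).

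**Figure D2:**
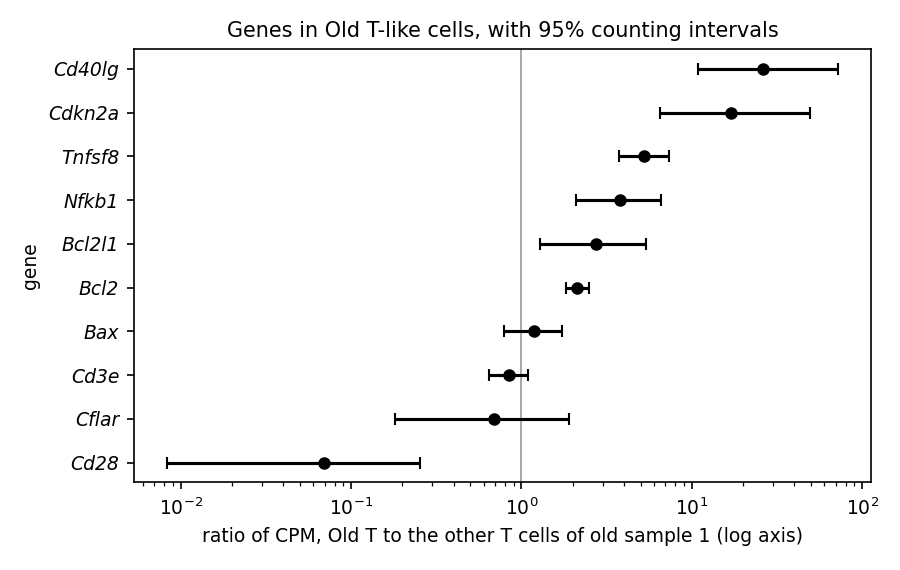
Ratio of CPM in Old T cells to that in the other T cells of old sample 1, on a log axis, with 95% counting intervals from UMI sums. Cd40lg and Cdkn2a stand at 26.1 and 17.0, Bcl2 at 2.13, and Cd28 at 0.0693.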

No other pro-apoptotic gene (Bax, Bak1, Bad, Bid, Bik) or anti-apoptotic gene (Bcl2, BclxL, Bcl2l1, Nfkb1, Cflar) was significantly differentially expressed. 

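Among the pro-apoptotic genes, the ratio of Old T cells to the other T cells of old sample 1 was 1.19 for Bax (95% CI 0.795 to 1.73) and 0.630 for Bak1 (95% CI 0.198 to 1.55). Bad had 1 UMI in Old T cells (ratio 0.227, 95% CI 0.0056 to 1.35) and Bik had 2 (ratio 2.64, 95% CI 0.261 to 14.8). Bid had 0 UMIs in Old T cells and 10 in the other T cells, so that a difference was not detectable at this depth. Among the anti-apoptotic genes, Bcl2l1 had a ratio of 2.72 (95% CI 1.29 to 5.37, 12 and 35 UMIs) and Nfkb1 of 3.78 (95% CI 2.10 to 6.58, 20 and 42 UMIs), both intervals above 1. Cflar had a ratio of 0.690 (95% CI 0.180 to 1.89). No symbol other than Bcl2l1 was looked up for BclxL.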

Notably, it also showed significantly higher expression of Cdkn2a and lower expression of Cd28 than all other clusters (p=5.38x10^-40^ and p=6.26x10^-8^, respectively) (Figure 4C and Supplementary Figure 2).

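Cdkn2a had 15 UMIs in the 58 Old T cells and 7 in the other 287 T cells of old sample 1, or 126 and 7.42 CPM, a ratio of 17.0 (95% CI 6.52 to 49.3). A UMI was found in 15.5% of Old T cells (9 of 58, 95% CI 7.35 to 27.4%) and 2.44% of the other T cells (median depths 1849.5 and 2894 UMIs). After thinning, 6.90% of Old T cells had one. In monocytes, taken as the type that should lack it, 0.0872% of cells had a Cdkn2a UMI at a median depth of 3776. Among all types Cdkn2a was highest in Old T cells (120 CPM), followed by macrophages (37.8 CPM). Cd28 had 2 UMIs in Old T cells and 229 in the other T cells, or 16.8 and 243 CPM, a ratio of 0.0693 (95% CI 0.0083 to 0.253), and a UMI in 3.45% and 49.8% of cells. Against the T cells of the young samples the Cdkn2a ratio was 80.0 and the Cd28 ratio 0.0626.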

**Figure 4:**
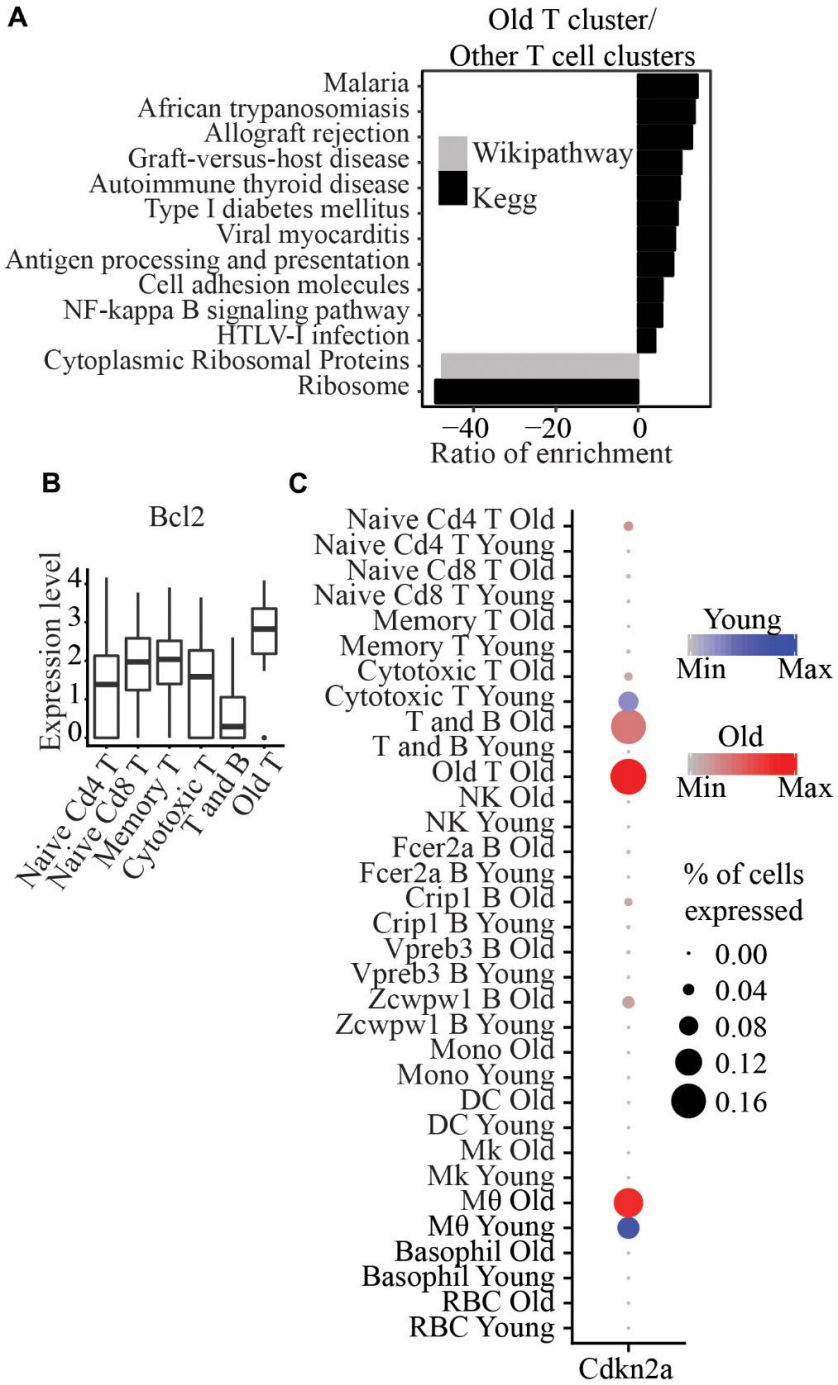
(**A**) Wikipathway and Kegg pathway analysis of differentially expressed genes between Old T cluster and other T cell clusters. (**B**) Bcl2 is significantly higher in Old T cluster compared to other T cell clusters. (**C**) Cdkn2a is significantly higher in Old T cluster compared to all other clusters.

Immunosenescence has been widely implicated in aging. Cellular senescence, an irreversible cell cycle arrest biological process, was first discovered in fibroblast, and senescent cells can be identified by a collection of markers, which include, for example, upregulation of Cdkn1a and Cdkn2a. We observed a significant increase in the percentage of old blood cells (6.3%) expressing Cdkn1a and/or Cdkn2a compared to young cells (Fisher’s Exact Test p<2.2x10^-16^) (Figure 5A). However, we did not detect any cell type with significant differences in the expression of these two genes between ages. 

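A Cdkn1a or Cdkn2a UMI was found in 1.03% and 1.76% of cells of young samples 1 and 2 (1.39% ± 0.522, SD, n = 2) and in 6.61% and 4.80% of cells of old samples 1 and 2 (5.71% ± 1.28, SD, n = 2). Over pooled cells these were 108 of 7759 (1.39%) and 412 of 6829 (6.03%). Both old samples were above both young ones, with an exact two-sided permutation p of 0.333, the smallest that the samples allow. The paper's Fisher's exact test took cells as replicates. For Cdkn1a alone the difference in mean share was 3.25 percentage points, and for Cdkn2a alone 1.33. After thinning to one depth the shares were 0.359% and 0.519% in the young samples and 1.77% and 1.42% in the old samples. The difference was 1.15 percentage points, against 4.31 unthinned. Thinning lowers the shares of both ages by construction, so this drop does not measure what depth explains. The mean shares were 0.439% (young) and 1.59% (old) thinned, against 1.39% and 5.71% unthinned. Without thinning, the mix of cell types was held fixed over the 12 of 17 types with at least 5 cells in every sample. Zcwpw1 B cells are not among these. The difference was then 1.77 percentage points (means 2.25% and 4.02%). With both it was 0.249 (means 0.913% and 1.16%), a setting chosen after seeing the data. Of the old cells with a UMI of either gene, 31.1% were Crip1 B cells, 28.6% monocytes and 14.3% Zcwpw1 B cells. As a background, Cdkn2a had a UMI in 0.0872% of monocytes (median depth 3776 UMIs) and Cdkn1a in 0.446% of Fcer2a B cells (2111 UMIs).

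**Figure D3:**
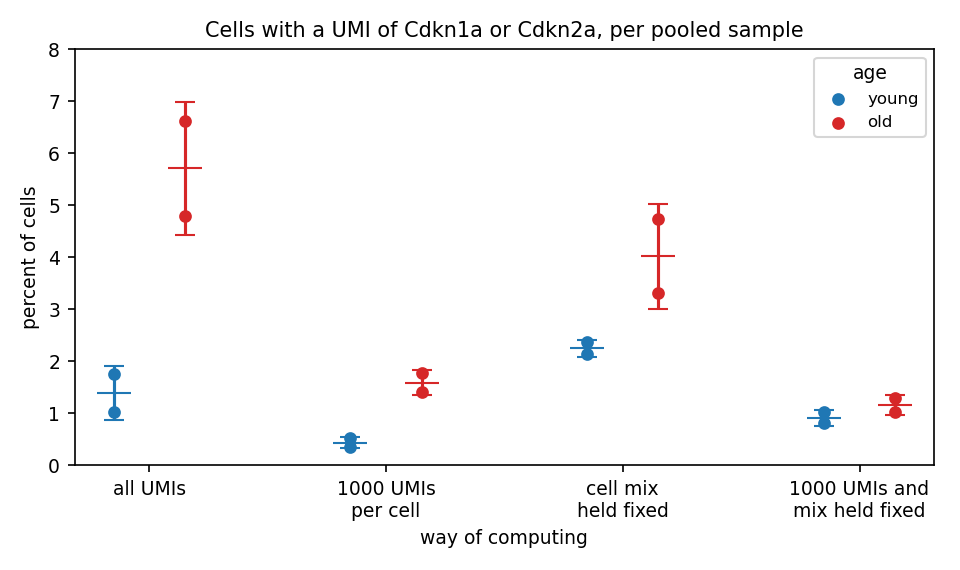
Percent of cells with a Cdkn1a or Cdkn2a UMI in each sample, unthinned, thinned to one depth, with the mix of cell types held fixed and with both. The old samples stand at 6.61% and 4.80% unthinned and at 1.30% and 1.02% with both, against 1.02% and 0.807% in the young samples.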

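By cell type, the old unthinned share of pooled cells with a UMI of either gene was above the young one in 13 of 17 types. In Zcwpw1 B, Old T and Mk-like cells the young side held only 2, 2 and 6 cells, 0 of them with a UMI. In 6 types both old samples were above both young ones, and in Vpreb3 B cells both were below. Macrophages are among the 6 with 1 cell in old sample 1, and with 69.0% in old sample 2 against 68.8% in young sample 2. With these samples the exact permutation test cannot go below p = 0.333 in any type. By edgeR on summed UMIs, Cdkn1a was detected widely enough to be tested in monocytes and in T and B cells, and was called in neither. Its log2 fold change was 0.19 in monocytes (adjusted p = 0.65, in a range from 0.58 to 1.00 over the alternatives) and 1.88 in T and B cells (adjusted p = 0.69, in a range from 0.57 to 0.99). Monocytes had a UMI in 11.8% and 11.6% of young and 16.0% and 13.9% of old cells. After thinning the order turned, with 4.86% and 5.15% in the young and 3.28% and 3.17% in the old samples. Crip1 B cells had 3.53% and 3.61% in the young and 7.15% and 3.39% in the old samples. From an increase that is not specific to any cell type, the paper proposes a general increase of possibly senescent cells.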

Still, we did observe a moderate (p=0.066) increase in the number of Cdkn1a expressing cells in naïve Cd4 T cells (Figure 5B).

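In Cd4 T cells, Cdkn1a had a UMI in 2 of 681 and 1 of 564 young cells (0.294% and 0.177%) and in 3 of 83 and 5 of 113 old cells (3.61% and 4.42%). Over pooled cells the shares were 0.241% (95% CI 0.0497 to 0.703%) and 4.08% (95% CI 1.78 to 7.88%), at median depths of 2521 and 2674 UMIs. After thinning they were 0% and 0% in the young samples, which allows up to 0.241% of the young cells, and 1.2% and 1.77% in the old samples. Fcer2a B cells, with 0.283% of young and 0.815% of old cells, give the background. In cluster 12, which holds most of the old cells, 1 of 241 young and 7 of 156 old cells had a UMI, and in cluster 2 it was 2 of 1004 and 1 of 40.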

**Figure 5:**
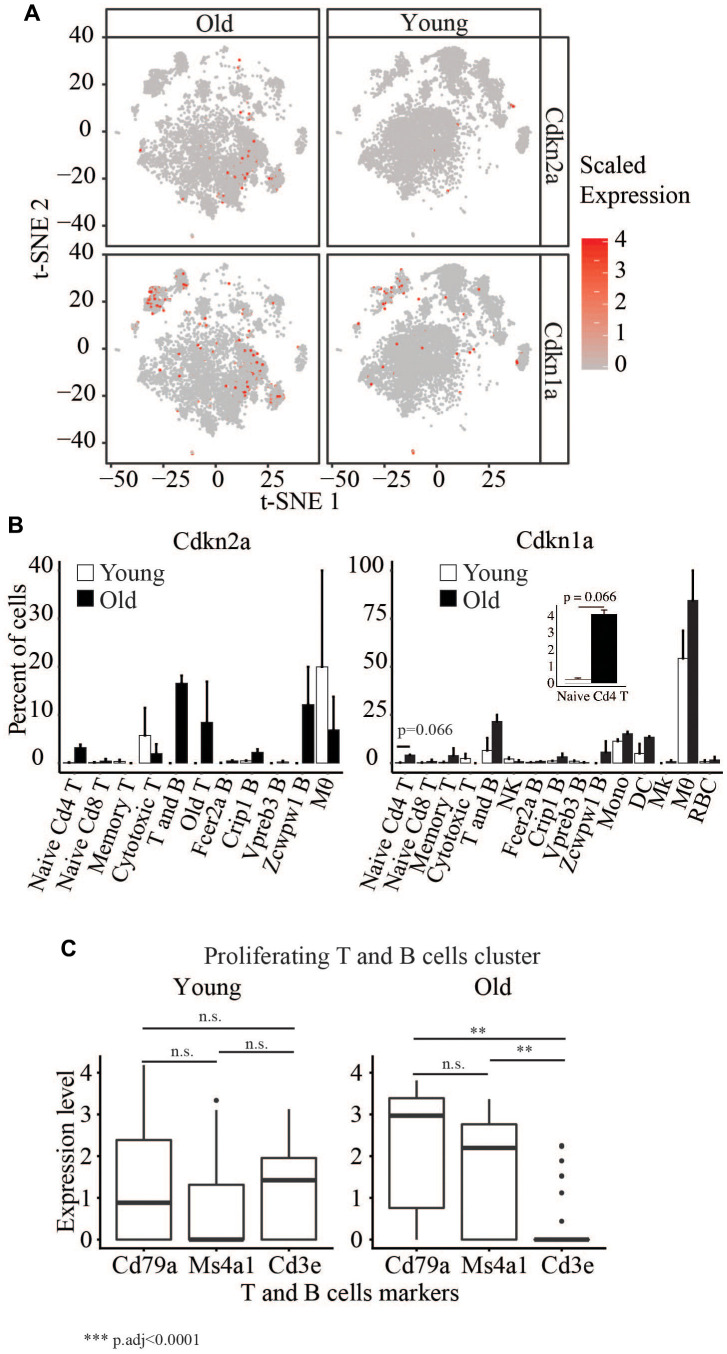
(**A**) t-SNE visualization of cells with different Cdkn2a and Cdkn1a expression levels in young and old. (**B**) Barplots showing the percent of cells in young and old expression Cdkn2a and Cdkn1a. (**C**) Boxplots showing the expression levels of Cd79a, Ms4a1 and Cd3e in the proliferating T and B cells cluster.

We also detected a cluster of old and young proliferating cells that consists of T and B cells (Figure 5C and Supplementary Table 1). 

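The proliferating T and B cells numbered 19 and 11 in the young samples and 16 and 11 in the old samples, which was 0.487%, 0.285%, 0.345% and 0.503% of their cells. Top2a stood at 408 CPM and had a UMI in 78.9% of them, and Mki67 at 152 CPM and in 66.7%. Among Fcer2a B cells, at a median depth of 2111 UMIs against 8822 here, the shares were 0.714% and 0.107%. By Seurat's phase scores 0 were in G1, 18 in S and 39 in G2M. Young cells had median depths of 7191 and 7035 UMIs and old ones of 7787.5 and 12404. Since these genes named the cluster, its phases are not an independent result.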

The cells from old mice in this cluster are enriched in B cells but not T cell markers, whereas we saw a similar enrichment of T and B cells in young mice. This suggests a decreased number of proliferating T cells in the old mice.

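Of the cells of this cluster, Cd3e had a UMI in 84.2% and 81.8% of young (16 of 19 and 9 of 11) and 31.3% and 18.2% of old cells (5 of 16 and 2 of 11), with both old samples below both young ones. Cd79a had a UMI in 68.4% and 63.6% of young and 75.0% and 81.8% of old cells, and Ms4a1 in 36.8% and 27.3% of young and 62.5% and 72.7% of old cells. After thinning, Cd3e was found in 26.3% and 27.3% of young and 12.5% and 9.09% of old cells, and Cd79a in 31.6% and 27.3% against 56.3% and 72.7%. On UMI sums, Cd3e fell by 1.92 on the log2 scale (SE 0.38, adjusted p = 0.00068, edgeR), Cd79a rose by 1.45 (SE 0.33, adjusted p = 0.0049) and Ms4a1 by 2.13 (SE 0.35, adjusted p = 3.5e-05). None of these 3 was called without young sample 2 (adjusted p = 0.050, 0.99 and 0.081), and Cd79a was not called without old sample 2 (adjusted p = 0.073). Their ranges over the alternatives were 0.00060 to 0.077, 0.0011 to 0.99 and 2.0e-06 to 0.081. In types that should lack them, 4.10% of Fcer2a B cells had a Cd3e UMI (median depth 2111), and 25.7% and 8.74% of Cd4 T cells had a Cd79a and an Ms4a1 UMI (2541). By gene content, 3 and 1 young and 10 and 9 old cells had a Cd79a or Ms4a1 UMI without Cd3e, and 6 and 3 young and 2 and 2 old cells had Cd3e without either.

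**Figure D4:**
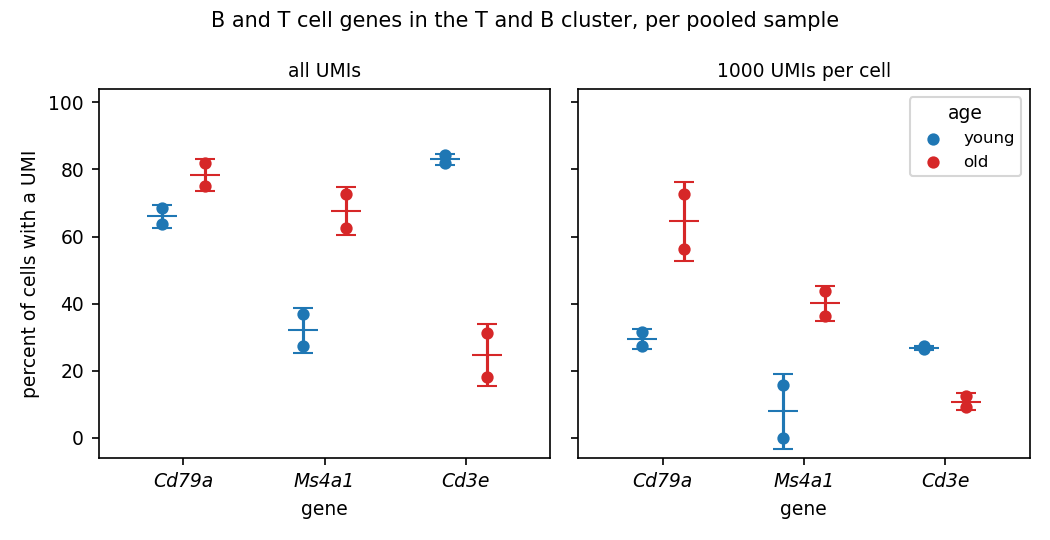
Percent of proliferating T and B cells with a Cd3e, Cd79a or Ms4a1 UMI in each sample, unthinned and thinned to one depth. Cd3e stands at 84.2% and 81.8% in the young and 31.3% and 18.2% in the old samples.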

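Cells of this cluster with Cd3e numbered 12.4 and 8.64 per 1000 T cells in the young samples (10.5 ± 2.64, SD, n = 2) and 14.5 and 8.93 in the old samples (11.7 ± 3.93, SD, n = 2), which differed by less than the spread between samples. From the lower share of T cell markers among the proliferating cells, the paper proposes that fewer T cells proliferate in the old mice.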

## DISCUSSION

Transcriptional changes with age in specific immune cell types or lymphoblastoid cell lines in humans have been investigated in previous studies [16, 17]. scRNA-seq is a powerful technique that can dissect the transcription profiles of thousands or more cells from the same sample [18]. Other studies have used single-cell RNA-seq on the peripheral blood to identify and reclassify cell types and to investigate the changes in immune function of specific cell types upon stimulation with age in humans and mice, respectively [15, 19, 20]. Here, we profiled 14588 single cells from the mouse blood and assessed the differences between young and old mice.

We identified 17 clusters of cells that we further assigned to different cell types. Immune cells are typically identified using flow cytometry through cell surface markers [21]. We can assign various types of T cells but not B cells using markers identified from available studies. Further work is needed to link cell surface markers, immune function, and marker genes from the transcriptome of a subset of B cells in the peripheral blood.

We found a T cell cluster specific to only old mice; these cells have significantly higher Bcl2 expression than all other T cell clusters. Bcl2 is an anti-apoptotic factor that regulates cell death, and it has been used as a target for senolytic drugs to clear senescent cells. This cluster also exhibits a significantly higher expression of Cdkn1a, a senescent marker and an anti-proliferative marker found in T cells [22, 23]. 

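Cdkn1a had 0 UMIs in the 58 Old T cells of old sample 1 and in the 59 of both old samples, which allows up to 5.08% of the 59 cells with a UMI. Of the other 287 T cells of old sample 1, 2.09% had one (6 cells, 9 UMIs, 95% CI 0.771 to 4.49%), and in the young samples 0.257% of the other T cells did. A difference in Cdkn1a was not detectable at this depth. From Cdkn1a, Bcl2 and Cd28 in this cluster, the paper's discussion proposes that its cells are senescent and resist apoptosis more than other T cells do. Its abstract draws on Cdkn2a, Bcl2 and Cd28 instead, and Cdkn2a was higher in the Old T cells of old sample 1, as given above.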

Senescent T cells have been previously observed in aged samples and patients with cancer or autoimmune disease [24]. Previous studies showed that T cells that are antigen-induced to cell death *in vitro* could be rescued by the expression of p16 [25], that p16 reduces naïve T cell and memory T cell proliferation, and that its deletion in T cell lineage attenuates aging phenotypes associated with T cells [26]. Among other T cells, memory T cells exhibit higher expression of Bcl2 [27]. Loss of Cd28 has also been reported in replicative senescent cells [28]. Notably, we only detected this in old mice. It has been previously suggested that an accumulation of CD28- T cells in older individuals may be due to increased proliferation instead of the cells being more resistant to apoptosis with age [29, 30]. However, the higher expression of Cdkn1a and Bcl2 genes and a lower expression of Cd28 in the old T cluster in our dataset may indicate that these cells are senescent and more resistant to apoptosis than other T cells.

We generally observed enrichment of chemokine signaling and antigen-presenting pathways with age. This may indicate that the immune system works at a higher capacity in old mice. There is also an increased number of cells with Cdkn2a and Cdkn1a expression in old age, but the increase is not specific to any cell type, suggesting a general increase of possibly senescent cells.

The changes in the cell type composition that we observed are consistent with previous studies, such as increased B cells in old peripheral blood in mice and decreased number of NK cells and T cells in aged mouse blood [3, 5, 31]. In addition, we also observed an increase in Mk cells with age. To our knowledge, the change in the number of this cell type has not been documented before, but platelet counts were shown to be relatively stable until old age when it starts decreasing in humans. On the other hand, platelet count was shown to increase in 18 months old mice compared to young mice [32], but another study showed that the count does not change in 24-25 months mice compared to young [33].

One limitation of our study is that it only includes females. However, sex differences are well-known in aging and age-related diseases, and females have been historically underrepresented in mouse aging studies. Importantly, some longevity interventions work better in females.

Finally, targeting senescent cells using genetic approaches has been shown to ameliorate the aging phenotype [34, 35]. More recently, senolytics drugs are being identified or developed to target apoptotic pathways because senescent cells are known to be apoptosis-resistant [34]. Therefore, the Bcl2+ old T cells that we identified in old mice can potentially be targeted pharmacologically to ameliorate the phenotypes associated with the aging of the immune system.

## MATERIALS AND METHODS

### Use of animals

C57BL/6 female 4- and 24 month mice were obtained from the National Institute of Aging (NIA). They were fed ad libitum and kept in standard housing conditions, and all procedures were approved by the Brown University Institutional Animal Care and Use Committees (IACUC) committee.

### Isolation of immune cells from the peripheral blood

Blood samples were drawn from the heart of four young and four old mice. Samples from two mice within each age group were pooled, resulting in two pooled young and two pooled old samples. Pooling allowed us to increase the number of mice used in this study and simultaneously reduce the variance due to potential outliers. One limitation is that each individual sample does not represent an individual mouse. Subsequently, the pooled samples were diluted 1:1 with PBS+2% FBS and loaded into SepMate-15™ tubes with 4.5 mL of Lymphoprep™ with a density of 1.077g/mL (StemCell Technologies). Cells were centrifuged at 1200x g for 20min at 4° C. The top layer was collected and centrifuged at 300xg for 8 min. Supernatant was removed, and cells were resuspended in PBS + 2% FBS, and this step was repeated. Subsequently, red blood cell lysis was performed using the Red Blood Cell Lysis Solution (Miltenyi Biotec) following the manufacturer’s protocol, that includes the washing step.

### Single-cell library construction

Single-cell RNA-seq protocol was performed using the Chromium™ Single Cell 3’ reagent kit v2 chemistry, and cells were loaded on a GemCode Single Cell Instrument (10x Genomics). Approximately 5000 single cells were targeted from each sample. Libraries were sequenced on Illumina HiSeq 2500 with the custom configuration of read 1 (26bp) and read 2 (98bp), i7 index (8bp), and i5 index (0bp).

### Single-cell RNA-seq alignment, UMI counting, and analysis

The Cell Ranger Single Cell Software Suite 2.1.0 was used to perform single cells demultiplexing and UMI counting (https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome). The transcriptome reference used was mm10. Subsequently, the duplicates from young and old mice, respectively, were aggregated using Cellranger aggr. Cells with more than 500 genes detected and less than 10% of mitochondrial reads were included in the downstream analysis using Seurat 2.3.0. Young and old UMI counts were merged using the MergeSeurat function. Default parameters of Seurat were used in the analysis unless otherwise stated. 1080 highly variable genes were used as an input for PCA. T-SNE projection and clustering analysis (dims=1:30 and resolution=0.4) were performed using Seurat. Markers genes for each cluster were found using the FindConservedMarkers function, and the changes with age within each cell type were identified using the FindMarkers function.

Number and percent of cells in each cell type cluster for each age: Basophil: N = (30 young, 18 old), percent = (0.4% young, 0.3% old); Crip1 B: N = (453 young, 2281 old), percent = (5.8% young, 33.4% old); Cytotoxic T: N = (82 young, 118 old), percent = (1.1% young, 1.7% old); DC: N = (46 young, 74 old), percent = (0.6% young, 1.1% old); Fcer2a B: N = (3647 young, 1914 old), percent = (47.0% young, 28.0% old); Macrophage: N = (21 young, 30 old), percent = (0.3% young, 0.4% old); Memory T: N = (247 young, 16 old), percent = (3.2% young, 0.2% old); Mk: N = (1 young, 274 old), percent = (0.0% young, 4.0% old); Mono: N = (360 young, 737 old), percent = (4.6% young, 10.8% old); NK: N = (321 young, 91 old), percent = (4.1% young, 1.3% old); Naive Cd4 T: N = (1261 young, 193 old), percent = (16.3% young, 2.8% old); Naive Cd8 T: N = (755 young, 179 old), percent = (9.7% young, 2.6% old); Old T: N = (0 young, 66 old), percent = (0.0% young, 1.0% old); RBC: N = (159 young, 182 old), percent = (2.0% young, 2.7% old); T and B: N = (39 young, 31 old), percent = (0.5% young, 0.5% old); Vpreb3 B: N = (335 young, 249 old), percent = (4.3% young, 3.6% old); Zcwpw1 B: N = (2 young, 376 old), percent = (0.0% young, 5.5% old).

### Statistical analysis

All Student’s t-tests were performed in R, and p-values were adjusted using the Benjamini-Hochberg method. Barplots are represented as means with SEM. The top and bottom bounds of boxplots correspond to the 75 and 25th percentile, respectively. At the single-cell level, the statistical analyses were carried out with the cells as replicates. At the pooled samples level, two pooled samples are available for each age group; hence there are two replicates per group.

### Data availability

Single-cell RNA-seq of old and young peripheral blood duplicates are accessible through GEO with the accession number GSE120505.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

# Supplementary material for: Single-cell transcriptomics of peripheral blood in the aging mouse
**Source:** Aging (Albany NY). 2023 Jan 6;15(1):6–20. doi: 10.18632/aging.204471
**Supplement:** Supplementary Figures

SUPPLEMENTARY FIGURES

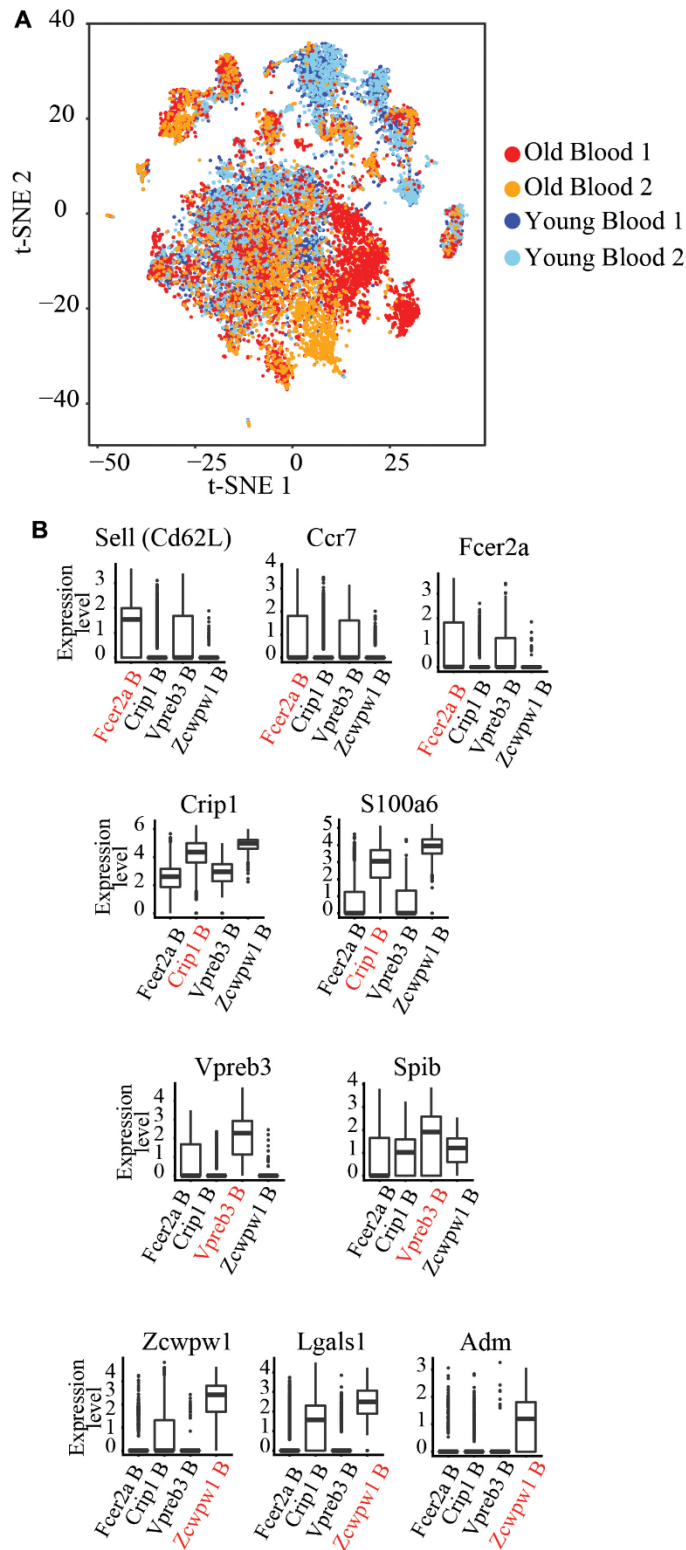

**Supplementary Figure 1.** (A) t-SNE visualization of young and old blood replicates. (B) Boxplots showing the expression levels of the respective marker genes in each B cell cluster. The cluster that the B cells are identified in was indicated in red.

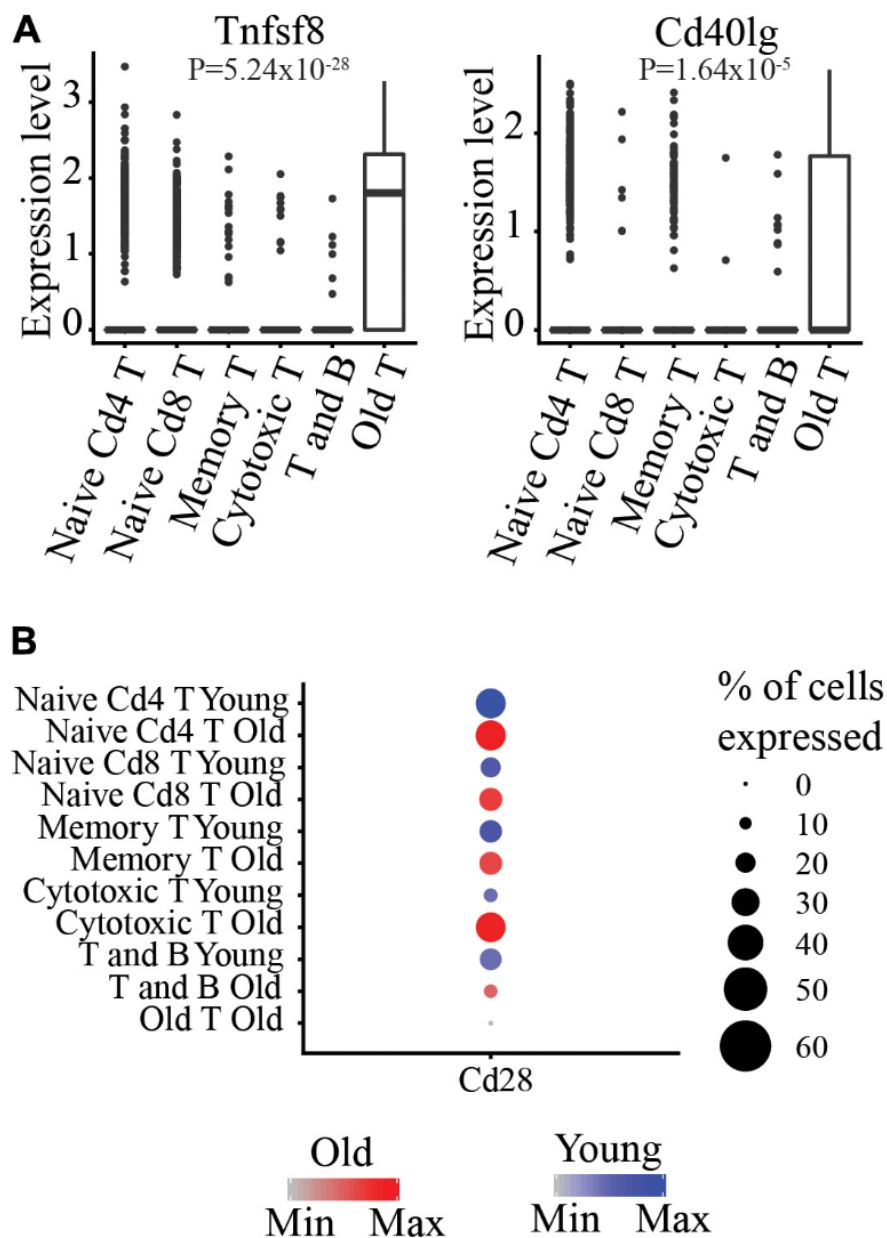

**Supplementary Figure 2.** (A) Expression level of Tnfsf8 and Cd40lg in T cells clusters. (B) Expression level of Cd28 in Old T cluster and other T cell clusters.

# Supplementary material for: Single-cell transcriptomics of peripheral blood in the aging mouse
**Source:** Aging (Albany NY). 2023 Jan 6;15(1):6–20. doi: 10.18632/aging.204471
**Supplement:** Supplementary Table 1

## SUPPLEMENTARY TABLE

**Supplementary Table 1. Seurat cell-cycle scoring of each cluster.**

| Cluster name | Phase | Count |
|--------------|-------|-------|
| NK           | G1    | 135   |
|              | G2M   | 83    |
|              | S     | 194   |
| Naive Cd8 T  | G1    | 338   |
|              | G2M   | 222   |
|              | S     | 374   |
| Fcer2a B     | G1    | 2154  |
|              | G2M   | 1029  |
|              | S     | 2378  |
| Naive Cd4 T  | G1    | 537   |
|              | G2M   | 416   |
|              | S     | 501   |
| DC           | G1    | 79    |
|              | G2M   | 14    |
|              | S     | 27    |
| Basophil     | G1    | 17    |
|              | G2M   | 12    |
|              | S     | 19    |
| Old T        | G1    | 27    |
|              | G2M   | 16    |
|              | S     | 23    |
| Macrophage   | G1    | 50    |
|              | S     | 1     |
| Cytotoxic T  | G1    | 59    |
|              | G2M   | 52    |
|              | S     | 89    |
| Mk           | G1    | 132   |
|              | G2M   | 37    |
|              | S     | 106   |
| Mono         | G1    | 699   |
|              | G2M   | 184   |
|              | S     | 214   |
| Memory T     | G1    | 112   |
|              | G2M   | 50    |
|              | S     | 101   |
| T and B      | G2M   | 48    |
|              | S     | 22    |
| Crip1 B      | G1    | 1298  |
|              | G2M   | 351   |
|              | S     | 1085  |
| RBC          | G1    | 139   |
|              | G2M   | 73    |
|              | S     | 129   |

|                 |            |     |
|-----------------|------------|-----|
|                 | <b>G1</b>  | 231 |
| <b>Vpreb3 B</b> | <b>G2M</b> | 93  |
|                 | <b>S</b>   | 260 |
|                 | <b>G1</b>  | 242 |
| <b>Zcwpw1 B</b> | <b>G2M</b> | 17  |
|                 | <b>S</b>   | 119 |

---

How the deposited data were processed for this re-analysis (not part of the article)

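Peripheral blood cells of 4 and 24 months old C57BL/6 female mice were profiled as 2 young and 2 old samples, each pooled from 2 mice as the methods state. The results speak of 2 young and 2 old mice. The sample is the replicate throughout (n = 2 per age), and mice within a pool cannot be told apart. The authors made the deposited UMI counts with Cell Ranger on the mm10 reference from 10x Chromium 3′ libraries, combined the duplicates of each age, and filtered cells in Seurat to over 500 and under 4000 genes and under 10% mitochondrial UMIs. The release of the gene annotation, and whether the combination equalised depth between duplicates, are not given in the sources used here. The counts are whole numbers and were used as deposited. The sample of each cell was taken from the deposited list of cells.

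The counts hold 14697 genes and 50780376 UMIs in 14588 cells, and 0 of these cells broke a filter. The UMI total per sample was 11578490 and 11022561 in the young and 18658072 and 9521253 in the old samples. Xist, which marks female cells, had a UMI in 78.2% and 77.4% of young and 81.8% and 86.4% of old cells, and the 4 Y-linked genes looked for are not listed. To compare shares of cells with a UMI, each cell was thinned to 1000 UMIs. Intervals are 95% exact binomial or Poisson intervals and cover counting error only, and a count of 0 is taken to allow 3 counts. RNA free in the suspension gives UMIs in cells that do not express a gene, so a share is set beside that of a type that should lack the gene.

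Since the list of cells used here gives samples and no cell types, cells were clustered in Seurat 5.3.0 with the stated 1080 variable genes and 30 dimensions. The stated resolution of 0.4 gave 15 of the 17 cell types, and resolutions of 0.6, 0.8 and 1.0 gave 15, 16 and 16. Old T cells were missing at 0.6, 0.8 and 1.0, and Mk-like cells at 0.6 as well. The lowest resolution with all 17, 1.2, was used. The marker genes were fixed in advance, but the resolution and the CPM limits on the markers were set after the clusters had been seen. A type name stands for cells like that type. No cluster had a marker of another class among its leading genes. Several clusters, such as those of Old T, Memory T and Crip1 B cells and monocytes, had none of their own markers there either. For them this check gives no support to the name. CPM are the UMIs of a gene scaled to a common total over the cells of a type. Scrublet (scanpy 1.11.5) marked 21 of the 14588 cells (0.144%) at an expected rate of 4%, too few for its calls to be relied on, and leaving out the cells with the highest 4% of scores per sample was added as an alternative.

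For genes, UMIs were summed per sample and type and tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjustment within a type, threshold 0.05). A type was tested if every sample held at least 5 of its cells, which left 12 types, and a gene if at least 10% of the cells of the type had a UMI in each age. DESeq2 1.42.0 was an alternative. Numbers of cells were tested with edgeR without TMM normalization and with 1 common dispersion, over the 9 classes with the cells outside the T and B cluster as library size, over the 4 B cell types with the B cells, and over the 5 T cell types with the T cells. Each percentage also had a two-sided exact permutation test, in which 2 against 2 samples have 6 labellings and p cannot go below 0.333. Lists for antigen processing and presentation, chemokine signaling, oxidative phosphorylation and cytoplasmic ribosomal proteins were tested with camera of limma 3.58.1 (preset correlation 0.01) over 48 list and type pairs. The lists were written by symbol or symbol pattern as stand-ins for the KEGG and WikiPathways lists and can differ from them in members. Old T cells came from 1 sample, so they were set against the other T cells of that sample without a test, and a list's median was placed among 10000 random lists matched on expression. Phases were scored in Seurat with its own gene lists, 42 for S and 54 for G2M. Other tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

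The tests, the gene lists, the marker genes and most alternatives were set before the data were examined. Genes named are those that the paper names, genes of the sex check, the 3 genes per tested type and direction with the largest log2 fold change among those called with both old samples on one side of both young ones, and the 5 genes called in the most types in each direction. The levels of 1 marker gene are not reported here. Genes that lead a cluster (Tnfrsf4, Ikzf2 and Foxp3, and Gzmm as a cluster's leading gene) and genes highest in Old T cells (Csn2 and others) were chosen after their values were seen, as were 17 alternatives on clustering, cells, depth and genes. The immunoglobulin and T cell receptor V genes planned for a look at clonal cells were not analysed here, nor were the macrophages and 4 other types with fewer than 5 cells in a sample in the tests on genes.

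The tests were checked on simulated counts drawn from the real means and library sizes. For cell numbers, a class with a true change of 4-fold was called in 100 of 100 runs over 11 types at an assumed dispersion of 0.02, with 34 calls in 1000 tests of the other types. Over the 9 classes tested and at the dispersion of 0.431 fitted to them, it was called in 8 of 100 runs, with 6 calls in 800 tests of the others, so that a class that did not pass can still have changed by this much. For genes, 200 were changed by 1 to 2 on the log2 scale. At the median dispersion of the genes (0.0051, 0.0051 and 0.0062), 100% were recovered among the 2651 of Fcer2a B cells, 84.5% among 2832 in Cd8 T cells and 69.5% among 2533 in NK cells, with 3.38%, 2.87% and 2.11% of calls false. At the fitted common dispersion (0.0081, 0.0088 and 0.0107), 100%, 89.5% and 69.5% were recovered, with 3.38%, 1.65% and 4.14% of calls false. All genes of a type shared 1 dispersion in these runs, whereas real genes differ in it. The shares recovered can therefore be higher than in the real counts. A gene not called in Fcer2a B cells can still have changed by this much. For the random lists, a raised list of 60 genes among 3676 fell at percentile 100 and an unchanged one at 31.9.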

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

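The tests on free RNA of monocytes behind Lyz2, of B cells behind Crip1 and of lymphocytes in RBC, on doublets among Old T cells, and on the mix of clusters behind the ribosomal list and behind Ccl5 in Cd8 T cells were chosen only after the results had been seen. Those on free RNA of T and NK cells behind Ccl5 and on Foxp3 were written down before theirs.

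Ccl5 changed with age in opposite directions in different types. It rose by 1.5 on the log2 scale in Cd8 T cells (adjusted p = 1.7e-12, edgeR) and fell by 2.78 in Crip1 B cells and by 1.32 in monocytes (adjusted p = 0.022), in each with both old samples on one side of both young ones. The adjusted p of the fall in monocytes ranged from 2.3e-13 to 0.75 over the alternatives. Ccl5 was also called higher in Cd4 T (1.01) and NK cells (0.54) and lower in DC (-1.79) and T and B cells (-1.80). Each of these calls was lost under some alternative. The difference between the changes was tested as an interaction and was 4.31 between Cd8 T and Crip1 B cells (adjusted p = 2.7e-10 over 2499 genes) and 2.81 between Cd8 T cells and monocytes (adjusted p = 6.1e-05 over 2239 genes). The rise in Cd8 T cells was not called without young sample 1 or young sample 2 (adjusted p up to 0.52), and the fall in Crip1 B cells was lost without any 1 sample (0.11 to 0.57). The ranges over the alternatives ran from 1.6e-100 to 0.52 and from 6.6e-27 to 1.00. A fall in cells that do not make Ccl5 may come from less free RNA of T and NK cells, which are fewer in the old samples. The summed CPM of 48 other abundant T and NK cell genes fell too, with log2 ratios of -0.48 in monocytes, -1.59 in DC and -1.96 in Crip1 B cells, which is consistent with that explanation. Ccl5 itself fell by more than these genes, so that this need not be the whole cause. In Crip1 B cells the fall was seen in cluster 1 (-3.43) and hardly in cluster 4 (-0.11), so that the make-up of this type in each sample also stays open. The rise in Cd8 T cells stayed past the threshold within cluster 7 alone (0.68, adjusted p = 0.00061), which argues against the shift between clusters described below as the whole cause. No other technical explanation was tested for it, and a biological change with age stays open.

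The ribosomal list fell in Cd4 T cells and rose in Vpreb3 B and T and B cells (medians 0.08 and 0.32, adjusted p = 0.0073 and 0.00019, camera). The median difference between the changes was -0.62 for Cd4 T against Vpreb3 B cells and -0.79 for Cd4 T against T and B cells (83 genes, p = 1.3e-30 and 3.9e-24, camera on the interaction with the preset correlation, which fry and an estimated correlation were not run for). The rise in Vpreb3 B cells was lost without young sample 1, young sample 2 or old sample 2 (adjusted p = 0.088, 0.062 and 0.65), and that in T and B cells without young sample 2 (0.062), in ranges from 0.0038 to 0.95 and from 4.3e-05 to 0.90 over the alternatives. A shift of Cd4 T cells from cluster 2 to cluster 12 could lower them without a change within a cell. A fall past the threshold stayed within cluster 12 (-0.23, adjusted p = 3.7e-07), which argues against the shift as the whole cause. It is part of it, since with the young clusters weighted to the old mix the median was -0.15, against -0.48 on pooled sums. No fall was seen within cluster 2 (-0.032), which holds few old cells.

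Cluster 12, led by Tnfrsf4, Foxp3 and Ikzf2, made up 16.2% and 23.2% of Cd4 T cells in the young and 83.1% (95% CI 73.3 to 90.5%) and 76.99% (95% CI 68.1 to 84.4%) in the old samples, a split that the paper does not report. These genes and the split were chosen after their values were seen. Of all cells, cluster 12 was 2.82% and 3.40% in the young and 1.49% and 3.98% in the old samples, while cluster 2 went from 14.6% and 11.2% to 0.302% and 1.19%. Whether clusters drawn by other genes that change with age account for it cannot be told apart from a larger share of Foxp3 cells. Foxp3 had a UMI in 2.06% and 2.66% of young and 2.41% and 2.65% of old Cd4 T cells at one depth, where the old shares rest on 2 and 3 cells. Unthinned it was 4.26% and 5.32% against 13.3% and 7.08%, with at most 0.256% in Fcer2a B cells.

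Cluster 7 of the Cd8 T cells, led by Gzmm, made up 46.4% and 54.6% of them in the young and 94.9% (95% CI 89.3 to 98.1%) and 95.2% (95% CI 86.5 to 99.0%) in the old samples. It was singled out after its values were seen, and the split rests on genes that change with age, so that a change in the cells and a change in the kinds of cells were not separated. No technical explanation was tested for it, and a biological change with age stays open.

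Csn2, which encodes a milk casein, had 33 UMIs in the 58 Old T cells of old sample 1 and 0 in the other 287 T cells of that sample, with a UMI in 22.4% of Old T cells. Csn1s1 (14 UMIs), Avil (27) and Kirrel3 (18) also had 0 UMIs in the other T cells. In the opposite direction Thy1 had 0 UMIs against 845 and Cd8b1 0 against 564. All were chosen after their values were seen. Cells of another kind in the same droplets are one explanation, but the median Old T cell held 1849.5 UMIs, fewer than the 2894 of other T cells, which argues against 2 cells per droplet. All but 3 of the 61 cells came from 1 pool of 2 mice, so that a trait of 1 mouse cannot be separated from age, and the pool was not split into mice.

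Ly6a was called higher in 5 types, more than any gene not tied with it (S100a6, Lgals1, Crip1 and Lyz2 were also called in 5). Its log2 fold changes were 2.17 in Cd4 T, 1.76 in Cd8 T, 1.65 in Vpreb3 B, 1.53 in RBC and 1.4 in T and B cells. The call in Cd4 T cells was kept under every alternative. That in Cd8 T cells was lost without either young sample (adjusted p up to 0.52), and that in RBC with the replicate block (1.61, adjusted p = 0.12). In Vpreb3 B cells it was lost without old sample 1 (0.70, adjusted p = 0.50), by DESeq2 (1.00) and at the stated resolution (0.29). In T and B cells it was lost without young sample 2 or old sample 2 (0.99 and 0.26), with filterByExpr (0.097), by DESeq2 (0.30), with the block (0.15) and without regression (0.18). The ranges over the alternatives ran from 6.1e-19, 5.2e-06, 2.9e-17 and 0.0015 to 0.52, 0.12, 1.00 and 0.99 in Cd8 T, RBC, Vpreb3 B and T and B cells. Ly6a in RBC may be RNA of lymphocytes in the same droplets, since over 2425 genes the changes in RBC followed those of the B and T cells of the samples (Pearson's r = 0.713 across genes, which are not independent). For Lyz2, a monocyte gene, free RNA of monocytes is a candidate explanation in NK and Vpreb3 B cells, where Lyz2 rose by 1.49 and 1.61 and the summed CPM of 39 other abundant monocyte genes by 0.45 and 0.86 on the log2 scale. At the ratio in monocytes of the same sample, the other genes accounted for at least 113% of the rise of Lyz2 in Vpreb3 B cells, which is consistent with free RNA, and for 56.9% and 38.5% in NK cells, where it cannot be told apart from a rise within the cells. In Cd4 T cells these genes rose most (1.86) while Lyz2 rose by 1.12 and was not called (adjusted p = 0.053), so that they measure more than free RNA. Without old sample 1 neither Lyz2 call was kept (adjusted p = 0.37 and 0.82). Crip1 in Cd4 T cells is not accounted for by free RNA of B cells, since the rise in Cd79a accounted for at most 32.2% of its rise.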

How the results depend on the processing

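The following alternatives were chosen only after the data had been seen: clusters at the stated and at a higher resolution, without regression and without the genes called with age, single clusters alone, the cells with the highest Scrublet scores left out, Mk-like cells counted with B cells, ribosomal protein genes left out of the gene tests, and for Cdkn1a and Cdkn2a the thinned shares of each gene, the thinned shares with the mix of types held fixed, and Crip1 B cells or clusters of 1 old sample left out. The others were planned. Over 142 results and 1412 alternative values, 1096 kept their direction and their side of the threshold or moved by less than the spread, 154 were weaker, 15 stronger, 122 moved and 25 turned. For shares of cells tested with edgeR these numbers were 217 kept, 27 weaker, 9 stronger, 10 moved and 6 turned, and for named genes 452 kept, 88 weaker and 2 turned. The V genes and their 2 alternatives were not run. Unless a construction is named, the cause was not tested.

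Leaving out 1 sample leaves an age with 1 sample, which is then assumed to vary like the samples of the other age, and fewer samples alone can weaken a call. The T cell share lay between -2.02 and -1.55 on the log2 scale and was lost each time (adjusted p = 0.065 to 0.24, in a range from 0.028 to 0.24 over the alternatives). The NK cell share lay between -1.87 and -1.61 and passed only without young sample 2. The Mk share had fitted values between 5.50 and 11.01 and passed only without young sample 2, where the young side holds 0 Mk-like cells of 3883 (up to 0.0773%) and 11.01 is not a measured fold. The Fcer2a B share lay between -1.37 and -0.95 and the Crip1 B share between 3.60 and 3.71, and both were lost without either young sample. Shares that turned were those of basophils (-1.32 to 0.98, turned without young sample 2), macrophages (-3.48 to 2.31, turned without old sample 2), RBC (-0.55 to 2.22, turned without young sample 1 and past the threshold without young sample 2) and Cd8 T cells (-0.29 to 0.24, turned without young sample 1 and without old sample 2). The T cell subsets past the threshold numbered 0 or 1, with 1 only without old sample 2.

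Genes called without 1 sample numbered 19 to 135 in Fcer2a B, 0 in Crip1 B, 7 to 23 in Vpreb3 B, 51 to 368 in Cd4 T, 0 to 98 in Cd8 T and 6 to 16 in NK cells. In Cd8 T cells the 0 calls by edgeR came without young sample 1 or 2, with 257 and 290 genes at an unadjusted p under 0.05, against 57 called by DESeq2 over all samples. In Crip1 B cells 94 to 396 genes had an unadjusted p under 0.05, against 6 called by DESeq2. List medians lay between 0.11 and 0.29 for antigen processing in Cd8 T cells (lost without old sample 1) and between -0.20 and -0.13 for the ribosomal list in Cd8 T cells (lost without old sample 1). They crossed 0 for chemokine signaling in Cd4 T cells (-0.066 to 0.047, turned without young sample 1 and old sample 1) and NK cells (-0.12 to 0.0011, turned without young sample 2), oxidative phosphorylation in Crip1 B cells (-0.015 to 0.19, turned without young sample 1), and the ribosomal list in Crip1 B cells (-0.17 to 0.036, passing without old sample 2 and turned without old sample 1) and monocytes (-0.036 to 0.039, turned without young sample 1 and old sample 2).

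The replicate numbers are shared labels, and nothing in the sources says that samples of a number belong together. Deviations of samples with the same number from their age means correlated at -0.0914 over 16 types in shares of cells, and between -0.300 and 0.0121 over the 12 types in gene levels. With the replicate block, T cells stood at -1.78 and NK cells at -1.74 (both adjusted p = 0.22, in ranges from 0.028 to 0.24), 0 T cell subsets passed by edgeR, and 13, 10, 20 and 55 genes were called in Fcer2a B, Vpreb3 B, NK cells and monocytes. In RBC 0 were called by edgeR with the block (169 at an unadjusted p under 0.05, against 8 called by DESeq2 over all samples). The block leaves 1 fewer degree of freedom.

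With TMM factors on the cell numbers, the T cell share was -1.92 (adjusted p = 0.051), the Fcer2a B share -2.12 and the Crip1 B share 2.70 (both adjusted p = 0.39, the highest of their ranges from 0.0012 and 0.00056), and 0 T cell subsets passed. Under the methods' t-test on percentages the T cell share was -1.77 and the NK cell share -1.75 (both adjusted p = 0.069), and 0 T cell subsets passed. Without regression, the Mk share was 6.19 and passed (adjusted p = 0.035), the Fcer2a B share was -0.97 (adjusted p = 0.14), 3, 2 and 6 genes were called in Fcer2a B, Vpreb3 B and NK cells, and in Crip1 B cells oxidative phosphorylation stood at 0.056 (lost) and the ribosomal list at -0.20 (passed), while the ribosomal list in monocytes stood at -0.015. In clusters made without the genes called with age, the Fcer2a B share was -1.05, the Cd8 T share 0.088 and 0 T cell subsets passed, since the Old T cells joined other types. Without the highest Scrublet scores 2 T cell subsets passed, 10 genes were called in Vpreb3 B cells, and the ribosomal list in monocytes stood at -0.0010. At the stated resolution 2 T cell subsets passed, antigen processing in Crip1 B cells was 0.23 and passed, chemokine signaling in Cd4 T cells was -0.038, and the ribosomal list in Crip1 B cells was -0.17 and passed. At the higher resolution 0 T cell subsets passed.

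Without the detection rule, 340 genes were called in Fcer2a B, 63 in Crip1 B, 31 in Vpreb3 B, 662 in Cd4 T, 264 in Cd8 T, 17 in NK cells and 591 in monocytes. With filterByExpr 64, 14 and 19 were called in Fcer2a B, Vpreb3 B and NK cells, chemokine signaling in Cd8 T cells was 0.015, and oxidative phosphorylation in Crip1 B cells was 0.11 and lost. DESeq2 called 26 in Fcer2a B, 6 in Crip1 B, 57 in Cd8 T cells (with no adjusted p for 1812 genes of low counts) and 94 in monocytes. In Vpreb3 B cells it called 0, with 12 at an unadjusted p under 0.05, against 6 called by edgeR. With ribosomal protein genes left out, 4 were called in Fcer2a B cells, where 0 had been called with them. In Cd4 T cells, where this removes genes that were called, 178 were called, and chemokine signaling was -0.00023.

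Single clusters have fewer cells and gave fewer calls in Cd4 T cells (6 in cluster 2 and 29 in cluster 12), Cd8 T cells (15 in cluster 7) and monocytes (31 in cluster 5 and 8 in cluster 10), and more in clusters 0 and 9 of Fcer2a B (9 and 6) and cluster 1 of Crip1 B cells (16). In clusters 3 and 17 of Fcer2a B cells 0 were called by edgeR (166 and 84 at an unadjusted p under 0.05, against 26 called by DESeq2 in the whole type), and in cluster 4 of Crip1 B cells 1 was called. In cluster 2 chemokine signaling was -0.18 and the ribosomal list -0.032 (lost). In cluster 12 chemokine signaling was -0.070, Lef1 0.036 and Ccl5 -0.19. In cluster 1 antigen processing was 0.21 and passed, oxidative phosphorylation 0.10 and lost, and the ribosomal list -0.27 and passed. In cluster 4 the last 2 were 0.15 (lost) and 0.030 (turned). The ribosomal list was -0.064 in cluster 5 and -0.018 in cluster 10.

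With fry or an estimated correlation 0 of the 48 list tests passed, against 18 with camera. The medians are the same under all 3 tests. They were 0.39, 0.22, 0.17 and 0.26 for antigen processing in Cd4 T, Cd8 T, Vpreb3 B and Fcer2a B cells, 0.11 and 0.37 for oxidative phosphorylation in Crip1 B cells and monocytes, and -0.49 and -0.17 for the ribosomal list in Cd4 T and Cd8 T cells. Their adjusted p was 0.052 to 0.55 with fry and 0.42 to 0.90 with the estimated correlation. Without the mitochondrially encoded genes, oxidative phosphorylation in Crip1 B cells was 0.069 and lost.

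Against the Cd4 T cells of old sample 1 alone the Bcl2 ratio of Old T cells was 2.85 and the ribosomal list -0.26, and against the T cells of the young samples the Bcl2 and Cdkn2a ratios were 2.98 and 80.0. The difference in cells with Cdkn1a or Cdkn2a, 4.31 percentage points, was 1.15 thinned, 1.77 with the mix of types held fixed, 1.33 for Cdkn2a alone, 0.249 with thinning and mix together, 0.784 for Cdkn1a thinned and 0.392 for Cdkn2a thinned. In Cd4 T cells the difference for Cdkn1a was 1.53 thinned, against 3.84. Thinning also moved the difference in T and B cells with Cd79a to 35.1 and with Cd3e to -16.0 percentage points, from 12.4 and -58.3. Thinning removes UMIs, so these shares are lower by construction.

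Depth limits rare genes most. Cells of the old samples held more UMIs, so an unthinned share of cells with a UMI rises with depth alone, and the shallow basophils and the 5 cells of young sample 1 among them make their tests the least precise.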

Differences from the paper's values

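No test named here was chosen to close a difference. Alternatives on clustering were chosen after the values had been seen, and cell types were rebuilt here, so that sizes of types are compared across different borders between them.

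Numbers of cells within 1.5 times of the paper's were taken as the same, a limit that does not apply to percentages. Cells per type were compared for 34 values, of which 4 differed, and percentages of all cells for 34, of which 3 differed. Of 18 class percentages 1 differed, that of old Mk cells, and of 3 shares of cells with Cdkn1a or Cdkn2a 0 differed. The young Mk percentage was counted as the same. It was 0.0776% here, several times the paper's value, with an SD of 0.110 between the young samples. The phase counts differed for 1 of 16 in G1, 2 of 16 in G2M and 1 of 17 in S.

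The paper gives 453 Crip1 B cells in young mice, 5.8% of the young cells, and 168 were found here (2.17%). This difference held under the alternatives set before the data were examined, the mean of the samples' percentages (2.17%) and the cells that Scrublet calls left out (2.17%). At the stated resolution, chosen after the values had been seen, there were 382 young Crip1 B cells, within 1.5 times of the paper's number, and that setting did not separate the Mk and the T and B cells, 2 of the paper's 17 types. Clusters made without the genes called with age, also chosen after the values had been seen, held 193 and 178 Crip1 B cells in young samples 1 and 2. Together these were also within 1.5 times of the paper's number. Those clusters kept the Mk and the T and B cells but not the Old T cells.

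For Mk cells the paper gives 1 young and 274 old cells, and 6 and 527 were found here. Its old percentages are 4.03% of the cells in its composition and 4.0% of all cells, against 7.75% of the cells outside the T and B cluster and 7.72% of all cells here. Each of these held with the mean of the samples' percentages (7.23% and 7.20%), with all cells in the denominator (7.72%) and without the cells Scrublet calls (7.74% and 7.71%, 526 old cells). No setting run here reached the paper's number. For Old T cells the paper gives 0 young cells (0.0%), and 2 were found here (0.0258%), also without the cells Scrublet calls. At the higher resolution, chosen after the values had been seen, there were 0 young Old T cells and the other 16 types were kept.

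In its phase counts the paper gives 132 Mk cells in G1, 37 in G2M and 106 in S, against 255, 80 and 198 here. As shares of the Mk-like cells these were 47.8%, 15.0% and 37.1%, close to the shares that the paper's counts give. The gap in counts thus follows from the larger number of Mk-like cells here. With the updated gene lists the counts were 249, 78 and 206 and with another seed 262, 79 and 192, which still differed. For DC in G2M the paper gives 14, and 8 were found here, whereas the updated gene lists gave 14 and another seed 10, which no longer differed.

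The paper's tests of genes and of cells with Cdkn1a or Cdkn2a took cells as replicates, whereas samples were the replicates here. The paper states higher percentages of B and Mk cells with age. Both were higher in both old samples here, but neither passed by edgeR (adjusted p = 0.52 and 0.090). The methods' t-test gave an adjusted p of 0.069 for B cells, and Mk cells passed without young sample 2 (0.029, against 0 young Mk-like cells) and in clusters without regression (0.035, chosen after the values had been seen), in ranges from 0.069 to 0.89 and from 0.029 to 0.24. Lower T and NK cells, which the paper reports, passed by edgeR (adjusted p = 0.049 for both) but not by the methods' t-test (0.069) or with a replicate block (0.22), in ranges from 0.028 to 0.24. The paper reports no change in T cell subsets, and the share of Old T cells, of which 58 of 61 came from old sample 1, passed here by edgeR (log2 fold change 6.42, adjusted p = 0.0064). Without old sample 1 it was 2.20 (adjusted p = 0.39), and the call was also lost without young sample 1 or 2 (0.40 and 0.44), with the replicate block (0.053), with TMM factors (0.098), at the higher resolution (0.092, chosen after the values had been seen) and under the methods' t-test (0.51), in a range from 0.0057 to 0.51. Under that t-test 0 subsets passed and 1 had an unadjusted p under 0.05.

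The paper names 3 groups with a higher chemokine list beside NK cells, and none of Cd4 T, Cd8 T, Vpreb3 B or NK cells had a list that passed here (adjusted p = 0.90, 0.95, 0.31 and 0.40), with medians of 0.03, -0.02, -0.08 and -0.05. No setting run called these lists higher as a whole. Of their genes, 3 were called higher and 1 lower in Cd4 T cells, and 3 and 2 in Cd8 T cells. In Vpreb3 B cells these numbers were 0 and 0, and in NK cells 1 and 0. For a higher antigen list, Cd4 T, Cd8 T, Vpreb3 B and Fcer2a B cells passed here and Crip1 B cells did not (0.13, adjusted p = 0.26), except at the stated resolution (0.032) and in cluster 1 alone (0.0092), both chosen after the values had been seen. Macrophages were not tested here. For a lower ribosomal list, Cd4 T and Cd8 T cells passed here, and Crip1 B cells (-0.07, adjusted p = 0.29) and monocytes (0.01, adjusted p = 0.85) did not. Crip1 B cells passed without old sample 2 (3.9e-05) and, in settings chosen after the values had been seen, at the stated resolution (0.00016), without regression (4.0e-05) and in cluster 1 alone (3.2e-07), in a range up to 0.95. The paper's lists are not the ones used here, and its kind of test differs as well. It looked for pathways among genes higher or lower with age, whereas camera tests the shift of a whole list. A list that did not pass here can still hold genes that rose.

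The paper states that Old T cells come only from old mice and that, Bcl2 apart, no other gene of apoptosis it lists changed in them. The ratios here are to the other T cells of old sample 1 alone, whereas the paper compares with its other T cell clusters. The counting intervals of Bcl2l1 (2.72, 95% CI 1.29 to 5.37) and Nfkb1 (3.78, 95% CI 2.10 to 6.58) lay above 1, those of Bax, Bak1, Bik and Cflar held 1, and Bcl2, Cdkn2a and Cd28 changed in the directions the paper gives. In its discussion the paper states a higher Cdkn1a in this cluster, where 0 of the 58 Old T cells of old sample 1 had a UMI. In its results it names Cdkn2a, which was higher here as well. The paper also lists Ms4a2 as a marker of B cells, and it was found here at 625 CPM in basophils.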

Other observations

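The tests on Mk-like cells, RBC, free haemoglobin RNA, a rise in most DC, platelet RNA in single types of old sample 1, and T and B cells per T cell were chosen only after the results had been seen. For Cdkn1a and Cdkn2a, thinning and the fixed mix were planned, what each would show was written down after the result had been seen, and both together were added after it. The tests on platelet RNA over 9 types, antigen genes, DC droplets and the Crip1 B share were written down before theirs.

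The Mk-like cells carried B cell genes at close to their level in B cells. Over 10 B cell genes the median ratio was 0.960, against 0.0868 in monocytes and 0.383 in RBC, which is consistent with B cells that have platelet RNA in the droplet. Limits on both Ppbp and Cd79a had named their cluster, but Ppbp alone sets it apart (1646 CPM, against 390 CPM in the next of the 25 clusters), and over the 9 genes other than Cd79a the ratio was 0.9505. Free platelet RNA in the old samples may add to this. At one depth the share of cells with a Ppbp UMI lay between 3.23% and 19.4% over 9 types of the old samples, and for 1 of the 18 type and sample pairs the 95% interval did not hold the sample's share over these types (7.71% and 4.90%), which for the others is consistent with free RNA. In old sample 1 the share was higher in Zcwpw1 B cells (27.8%, 95% CI 23.4 to 32.6%), Cytotoxic T cells (19.4%, 95% CI 11.1 to 30.5%) and Old T cells (18.97%, 95% CI 9.87 to 31.4%), with exact binomial p of at most 0.042 adjusted over 29 pairs, which argues against evenly spread free RNA as the whole source there. In young types the highest unthinned share was 0.645%. A rise in platelets with age stays open, and the number of Mk-like cells need not be a number of megakaryocytes.

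The antigen processing list rose in Cd4 T and Cd8 T cells, and free RNA of B cells, which are rich in MHC class II, could raise it. Without the class II genes it still rose by 0.36 in Cd4 T cells (25 genes) and by 0.29 in Cd8 T cells (32 genes), with a camera p adjusted over 5 types of 0.00011 in both, which argues against free B cell RNA as the whole cause. The 6 class II genes of Cd4 T cells rose by 0.73, and for the 8 of Cd8 T cells the median was 0.04 and the test pointed down, so that free RNA stays open for class II in Cd4 T cells.

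The rise in cells with Cdkn1a or Cdkn2a was 1.15 percentage points at one depth, with both old samples above both young ones. This argues against depth as the whole cause. Thinning lowers the shares of both ages by construction, so its size is not the part that depth leaves. Unthinned, the mix was held fixed over the 12 of 17 types with at least 5 cells in every sample, without Zcwpw1 B cells among others. The rise was then 1.77. With both it was 0.249, against SDs of 0.1497 (young) and 0.1968 (old). The lower old sample then stood just above the higher young one. Part of the rise may therefore lie in which types are common in old blood, and depth and mix together cannot be told apart from a change within cells with 2 samples per age.

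Crip1 B cells still took a larger share of B cells in clusters made without the genes called with age (adjusted p = 0.00098, edgeR). This argues against clusters drawn by those genes as the whole cause. Few of them were called within B cells (0 in Fcer2a B, 1 in Crip1 B and 6 in Vpreb3 B cells). Genes that change in B cells without being called stayed in, so the test cannot exclude them. The new clusters were also named by the same limits on Fcer2a and Crip1. The rise in the Crip1 B share is a hypothesis of a biological change. In the clusters used for the other results the call was lost without either young sample (adjusted p = 0.070 for both), in a range from 0.00056 to 0.39 over the alternatives.

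Changes in RBC followed those of lymphocytes (r = 0.713 and Spearman's rho 0.659 across 2425 genes, against r = 0.298 in monocytes, 0.130 in NK cells and 0.143 in DC), consistent with lymphocyte RNA in the same droplets. In RBC 36 genes were called higher and 20 lower by edgeR and 8 in all by DESeq2. With filterByExpr edgeR called 113 in all, and without the detection rule 127. Without young sample 2 there were 11 calls, without old sample 1 there were 3, and with the replicate block 0 by edgeR (169 at an unadjusted p under 0.05).

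Haemoglobin genes were called higher in DC of the old samples (Hba-a1 by 2.98 and Hba-a2 by 3.08 on the log2 scale, edgeR), and DESeq2 called 0 genes in DC. The mean DC held at least 7.78 times the Hba-a1 UMIs of the mean Fcer2a B cell in each old sample, which argues against free haemoglobin RNA alone. The median DC held at least 1.67 times those of the median Fcer2a B cell, and in young sample 2 it held 1.91 times those. In the old samples 82.8% and 80.5% of DC lay above the Fcer2a B median of their sample, and in the young samples 48.0% and 68.4%. The medians alone therefore do not point to a few droplets. In each old sample 3 DC held more Hba-a1 UMIs than any young DC, and they held 86.5% and 89.3% of the Hba-a1 UMIs of its DC. Over the DC with the least of it (18 of 25 and 14 of 19 in the young and 21 of 29 and 30 of 41 in the old samples), Hba-a1 stood at 482 and 3448 CPM in the young and 2574 and 1429 CPM in the old samples, so that both old samples lay between the young ones. Set against the Fcer2a B cells of the same sample, taken the same way, these levels were 0.844 and 0.733 times as high in the young and 0.705 and 0.807 times in the old samples, a log2 ratio of -0.061 between the ages, against 2.80 over all cells. This argues against a rise in most DC as the source of the change and is consistent with a few droplets that hold a red blood cell.

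Proliferating cells with Cd3e numbered 11.7 per 1000 T cells in the old and 10.5 in the young samples. The fall in their share of the T and B cluster is therefore consistent with fewer T cells in the old samples, a comparison that rests on 5 and 2 such cells in the old samples.

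In DC 15 genes were called higher and 4 lower of 4147 by edgeR, in basophils 8 and 1 of 2130, and in T and B cells 38 and 22 of 5713. DESeq2 called 0 in DC, with 45 at an unadjusted p under 0.05, and 1 and 13 in basophils and T and B cells. With filterByExpr edgeR called 0 in DC and in basophils (203 and 25 at an unadjusted p under 0.05) and 34 in T and B cells. Without the detection rule it called 61 in DC, 0 in basophils (100 at an unadjusted p under 0.05) and 125 in T and B cells. With the replicate block it called 41, 8 and 31. Without young sample 2 and old sample 2 DC had 42 and 35 calls. Without young sample 1 or 2 basophils had 0 by edgeR (32 and 63 at an unadjusted p under 0.05), and 5 without either old sample. The T and B cells had 38, 36, 103 and 33 without young samples 1 and 2 and old samples 1 and 2.

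Oxidative phosphorylation also rose in Fcer2a B and Cd8 T cells (medians 0.07 and 0.18, adjusted p = 0.00025 and 0.00021, camera) and passed there with any 1 sample left out. In DC (0.17) it was lost without young sample 1, young sample 2 or old sample 1 (adjusted p = 0.094, 0.062 and 0.37), and in RBC (0.25) without young sample 2 (0.14). The chemokine list fell in monocytes (-0.24, adjusted p = 0.0068) and was lost without young sample 2 (-0.13, adjusted p = 0.18), in a range from 0.0027 to 0.66 over the alternatives. The antigen list passed in basophils (0.07) and RBC (0.19) and the ribosomal list in basophils (0.25). The basophil results were lost without young sample 1 (antigen, -0.18) or without young sample 1 or old sample 2 (ribosomal), and that of RBC without young sample 1, young sample 2 or old sample 1.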
